# *Areca catechu*-(Betel-nut)-induced whole transcriptome changes in a human monocyte cell line that may have relevance to diabetes and obesity; a pilot study

**DOI:** 10.1186/s12902-021-00827-1

**Published:** 2021-08-14

**Authors:** Shirleny R Cardosa, B. William Ogunkolade, Rob Lowe, Emanuel Savage, Charles A Mein, Barbara J Boucher, Graham A Hitman

**Keywords:** Betel-nut, Type 2 diabetes, Obesity, Transcriptomics, RNA-sequencing

## Abstract

**Background:**

Betel-nut consumption is the fourth most common addictive habit globally and there is good evidence linking the habit to obesity, type 2 diabetes (T2D) and the metabolic syndrome. The aim of our pilot study was to identify gene expression relevant to obesity, T2D and the metabolic syndrome using a genome-wide transcriptomic approach in a human monocyte cell line incubated with arecoline and its nitrosated products.

**Results:**

The THP1 monocyte cell line was incubated separately with arecoline and 3-methylnitrosaminopropionaldehyde (MNPA) in triplicate for 24 h and pooled cDNA indexed paired-end libraries were sequenced (Illumina NextSeq 500). After incubation with arecoline and MNPA, 15 and 39 genes respectively had significant changes in their expression (*q* < 0.05, log fold change 1.5). Eighteen of those genes have reported associations with T2D and obesity in humans; of these genes there was most marked evidence for *CLEC10A*, *MAPK8IP1*, *NEGR1*, *NQ01* and *INHBE* genes.

**Conclusions:**

Our preliminary studies have identified a large number of genes relevant to obesity, T2D and metabolic syndrome whose expression was changed significantly in human TPH1 cells following incubation with betel-nut derived arecoline or with MNPA. These findings require validation by further cell-based work and investigation amongst betel-chewing communities.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12902-021-00827-1.

## Background

Obesity and T2D are reaching epidemic proportions worldwide, but particularly so in South Asian communities living in the Indian-subcontinent or who have migrated to other countries [1]. In the UK there is a three to four fold increase in T2D prevalence in South Asians compared to the general population; furthermore, the disease manifests at a 10–15 years younger age and is strongly associated with the metabolic syndrome and cardiovascular disease. Apart from lifestyle, potentially reversible environmental factors driving this disease are largely unknown.

Betel quid consumption is the fourth most common addictive habit, used by 10 % of the global population and very common in South Asians. The link between cancer risks (oropharyngeal, oesophageal and hepatocellular) and the ‘betel-chewing’ habit is well established [2–4]. Evidence also demonstrates associations between betel consumption and obesity, the metabolic syndrome and T2D. In a meta-analysis of 17 Asian studies, betel quid chewing was found to be significantly associated with obesity (relative risk (RR) = 1.47), metabolic syndrome (RR = 1.51), diabetes (RR = 1.47), hypertension (RR = 1.45) and cardiovascular disease (cardiovascular disease: RR = 1.2) [5]. Furthermore, in the Keelung Community Integrated Screening program from Taiwan, paternal betel-chewing was associated, dose-wise, with increases in early onset metabolic syndrome in their never-chewing offspring, while betel-chewing in adults increased their risks, dose-wise, of early onset T2D, cardiovascular disease and metabolic syndrome [6–8]. These data in humans support earlier data reported in CD1 mice, where it was found that a proportion of betel-fed adult mice developed hyperglycaemia and obesity and, most remarkably, that amongst their never-betel-fed offspring hyperglycaemia was detected in up to the 4th generation and that the vertical transmission of hyperglycaemia was associated with paternal, but not maternal, hyperglycaemia [9].

Betel quids (also known as paan) usually contain betel (*areca catechu*) nut, slaked lime and sometimes tobacco wrapped in *piper betle* leaf [10] though in Taiwan tobacco is not used. Nitrosation of the major arecal alkaloid, arecoline, generates MNPA and 3-methylnitrosaminopropionitrile (MNPN); both these compounds have been accepted as carcinogens [11]. Many nitroso-compounds have been reported as being diabetogenic. For instance, all reported survivors of poisoning by the nitroso-rat poison Vacor *(Pyrinuron (Pyriminil))* in the US have developed ketosis-prone insulin-dependent diabetes while ~ 20 % of survivors of Vacor poisoning in Korea developed ketosis-prone type 1 diabetes (T1D) but the other ~ 80 % developed non-insulin dependent diabetes; the difference being attributed to the lower content of the active ingredient in the Vacor packs sold in Korea than in those sold in America [12]. Furthermore, studies in mouse strains normally free of diabetes have regularly shown induction of ‘non-immune T1D’ following single large doses of nitroso compounds, classically streptozotocin (STZ) [13]. In contrast, repeated small doses of STZ induce a non-insulin dependent form of diabetes with enlarged pancreatic islets and beta cell abnormalities whose appearance matches those seen in pancreatic islets in humans developing T2D. With direct relevance to the current study, these same abnormalities were also seen in the pancreatic islets of the 8.3 % of young adult CD1 mice that developed hyperglycaemia with obesity following being fed standard RM1 rodent chow containing ground *Areca catechu* nuts for 2–6 days; interestingly, those changes also appeared in the islets of the 21.7 % of the never-betel-fed F1 offspring of the originally betel-fed mice that themselves developed obesity and hyperglycaemia [9].

These studies provides evidence that betel-chewing might be one of the aetiological factors for the increases in T2D and associated metabolic disorders in South Asians [12, 14]. Mechanisms that might link betel chewing with these disorders include inflammation, increases in hepatic synthesis of lipids and glucose, in adipogenesis, in adipose tissue glucose uptake, reductions in lipolysis and glycolysis, or neurological, hepatic or intestinal effects on appetite and adverse effects on vitamin D metabolism [15, 16].

In the present ‘proof of principle’ study we sought to investigate possible gene effects that might explain the links between T2D, obesity and related disorders and exposure to arecoline and its nitrosated products in a human monocyte derived cell line (THP1) using a whole transcriptome sequencing approach. THP1 was chosen due the central role that low-grade inflammation plays in the underlying causes and progression of obesity (for example through adipose tissue macrophages), metabolic syndrome and related disorders including both cardiovascular disease and T2D [17, 18]. It was also hoped to determine whether the strength of the evidence for any of the genes significantly affected might warrant further cell-based studies and investigation amongst betel-chewing communities.

## Results

### Determination of concentration of arecoline, MNPA and MNPN to be used in cell based assays

Cell viability using serial dilutions of arecoline extracts in culture media was assessed by phase contrast light microscopy. Representative images are seen in Additional Fig. 1. Control THP-1 cells are clear, round and uniform in shape, size and clarity. When THP1 cells are incubated for 48 h or more with arecoline concentrations of either 10 or 50 μg/ml the cells look healthy with similar regular appearance by phase contrast microscopy to controls. In contrast, cells incubated with 200 or 1000 μg/ml, appear unhealthy being shrunken and of irregular shape with loss of clarity and release of much disorganised cellular debris. No cell death or damage was observed in incubates containing MNPA or MNPN up to a concentration of 200 μg/ml, though at very high concentrations, media containing more than 1 % of the solvent (methanol and ethyl acetate) was toxic to the cells as assessed by phase light microscopy. A MTT assay for cell viability and proliferation was also performed (Additional Fig. 2), that demonstrates the THP-1 cells are healthy after incubation with a concentration of 50 μg/ml of arecoline but that toxicity was induced at 200 μg/ml and above, supporting the phase contrast light microscopy data.

### Selection of samples for whole transcriptome analysis

Whilst an inflammatory cellular response was seen after incubation of the THP1 cells with either arecoline, MNPA or Phorbol 12-myristate 13-acetate (PMA), minimal responses were found at 6, 24 or 48 h with MNPN and therefore, we did not proceed further with investigation of the last of these compounds (Additional Fig. 3).

PMA induces a macrophage-like phenotype differentiation in THP-1 cells, functionally mimicking many aspects of primary human macrophages. PMA, as a specific activator of Protein Kinase C, activates nuclear factor-kappa B and is regularly used as an internal control to test for cytokine and biological responsiveness of THP1 cells. In the absence of any response, one would have to conclude that data from the planned experiments on that particular cell line could not be used. We therefore decided to proceed with the incubations at 24 h. All transcriptome expression experiments (including whole transcriptome) were run in triplicate from independent rounds of cell culture analysis.

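THP1 is a human monocytic line established from a leukaemia. The RNA-sequencing libraries described here came from THP1 cells incubated for 24 h with arecoline, the main alkaloid of the betel nut, at 50 μg/ml (3 libraries), or with its nitrosated product MNPA at 25 μg/ml (3 libraries). The doses are those of the paper. The sample labels print the same numbers in g/ml, and the compounds were not compared at equal doses. Each label carries an experiment number from 1 to 3. Messenger RNA was selected by its polyA tail and sequenced from both ends, and the authors quantified transcripts with kallisto 0.45.0. It placed 22112119, 39700855 and 27599826 fragments in the arecoline libraries of experiments 1, 2 and 3. The libraries labelled MNPA held 23523366, 23909305 and 23534431 placed fragments. For 5 libraries the treatment in the deposited kallisto run record is the treatment on the label. The record of the library labelled MNPA experiment 3 names methanol, which the paper used as a negative control. Values are therefore given for MNPA against arecoline with all 6 libraries as labelled, for the same comparison in experiments 1 and 2 alone, and for arecoline, or MNPA of experiments 1 and 2, against that library. Only the comparison of all libraries as labelled was fixed before the data were examined. The others were added after the run records had been read. A single library shows no spread of its own, so it was assumed to vary as the other groups do. It and arecoline experiment 3 stood at 44.8 and 35.5 on the first principal component and the other libraries below 0, so differences from it can reflect the experiment as well as the treatment. Further control libraries were not analysed here. The deposited estimated counts were summed over the transcripts of each gene and rounded to whole numbers. Genes with a CPM of at least 1 in at least 3 libraries, 13770 in all, were tested with edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment. Levels are CPM on the TMM-scaled library sizes. The spread of the simulated counts was estimated with the library labelled MNPA experiment 3 as a group of its own. The simulations can thus overstate what the comparison of all libraries as labelled detects, and genes that did not pass there can still differ. On simulated counts, the test of 3 libraries against 3 called 76.1% of genes changed 2-fold and 97% of genes changed 4-fold. For 3 arecoline libraries against a single library it called 65.7% and 80.6% of them, and for MNPA of experiments 1 and 2 against a single library 59.7% and 88.1%.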

### Whole transcriptome analysis

#### Incubation with arecoline

Two hundred seventy-five gene hits were identified with a *q* < 0.05 (Additional Table 1) reducing to 15 with a log-fold change in either direction of 1.5 (Table 1). 

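After arecoline, IL3RA, the alpha chain of the interleukin-3 receptor, stood at 1.02 ± 0.428 CPM (SD, n = 3), against 4.94 CPM in the library labelled MNPA experiment 3, whose run record names methanol. This is a log2 fold change of -2.27 (standard error 0.395, adjusted p = 0.0234 from edgeR's quasi-likelihood test). PTCRA, the pre-T-cell receptor alpha chain, fell by 3.16 on the log2 scale (standard error 0.469, adjusted p = 0.0195 from edgeR). ACKR3, an atypical chemokine receptor, fell by 2.12 (standard error 0.331, adjusted p = 0.021 from edgeR), and MATK, a kinase that restrains Src family kinases, fell by 1.94 (standard error 0.155, adjusted p = 0.0129 from edgeR). TREML3P, a pseudogene of the TREM-like receptor family that may share reads with its relatives, was higher by 3.34 (standard error 0.338, adjusted p = 0.0133 from edgeR). Of the 15 genes of Table 1, 8 passed the filter on level, and 1 of them was higher and 7 were lower after arecoline at an adjusted p under 0.05 from edgeR. The study chose this list, possibly with this library among its controls, so the count is not independent evidence. PTCRA and ACKR3 stood at only 0.850 ± 0.514 and 0.742 ± 0.142 CPM (SD, n = 3) after arecoline, so their folds rest on few fragments. In that library they stood at 7.65 and 3.23 CPM. With the experiment number as a replicate block their log2 fold changes were -2.41 and -1.83, and that of IL3RA was -3.22. For 14 of the 15 genes, all 3 arecoline libraries lay on the paper's side of that library, and the exception, MAPK8IP1, lay there by deposited TPM. Over all genes tested, 1066 were higher and 943 lower after arecoline at an adjusted p under 0.05 from edgeR, and 55 of these also had a natural-log fold change of at least 1.5 in either direction, 33 higher and 22 lower. With upper-quartile scaling 787 were higher and 1120 lower. The 2009 genes became 5109 with the experiment number as a replicate block, 3791 with no filter, 552 with length-scaled counts, and 104, 306 and 6989 without the arecoline library of experiment 1, 2 and 3. Without the MNPA library of experiment 1 or 2, which only help to estimate the spread, 0 genes passed edgeR's test, while 4002 and 3995 had an unadjusted p under 0.05.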

The relevance of these genes to diabetes, obesity and/or metabolic syndrome was assessed independently by 2 of us (BJB and GAH) with reference to GeneCards, The Type 2 Diabetes Knowledge Portal and PubMed as described in the methods. Four genes were identified of potential interest:

a Insulin Like Growth Factor Binding Protein 3 (*IGFB3* non-logged fold change 0.08),
b C-Type Lectin Domain Containing 10 A (*CLEC10A* fold change 0.14),
c Junction Plakoglobin (*JUP* fold change 0.21).
d Mitogen-Activated Protein Kinase 8 Interacting Protein 1 (*MAPK8IP1* fold change 0.21.

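IGFBP3, a carrier of insulin-like growth factors, lies on chromosome 7 of GRCh38 from 45912245 to 45921874. Its level was 0.549 ± 0.344 CPM (SD, n = 3) after arecoline and 3.80 CPM in the library labelled MNPA experiment 3, whose run record names methanol. This is a log2 fold change of -2.82 (standard error 0.499, adjusted p = 0.024 from edgeR). CLEC10A, a galactose-binding lectin of macrophages and dendritic cells, lies on chromosome 17 from 7074537 to 7080307. It stood at 0.463 ± 0.157 CPM (SD, n = 3) after arecoline and at 2.40 CPM in that library, a log2 fold change of -2.32 (standard error 0.404, adjusted p = 0.0234 from edgeR). JUP, which encodes plakoglobin of desmosomes and adherens junctions, lies on chromosome 17 from 41754604 to 41786931. It stood at 1.57 ± 0.146 CPM (SD, n = 3) against 7.30 CPM, a log2 fold change of -2.22 (standard error 0.331, adjusted p = 0.0195 from edgeR). MAPK8IP1, a scaffold protein of the JNK pathway, lies on chromosome 11 from 45885651 to 45906465. Its 0.596 ± 0.215 CPM (SD, n = 3) after arecoline lay beside 0.612 CPM in that library, and it did not reach the level required for a test. By deposited TPM, which is scaled by transcript length, it was lower after arecoline, at 0.272 ± 0.103 (SD, n = 3) against 0.787. The MNPA libraries of experiments 1 and 2 held IGFBP3 at 4.94 and 4.88 CPM, CLEC10A at 1.56 and 1.65 CPM, and JUP at 2.59 and 4.55 CPM, so that each arecoline library was below each of the other 3 libraries for these genes. MAPK8IP1 stood at 0.658 and 1.93 CPM there. With all 6 libraries as labelled, the log2 fold change of MNPA against arecoline was 3.06 for IGFBP3, 1.97 for CLEC10A and 1.62 for JUP, with adjusted p = 0.0531, 0.0622 and 0.0859 from edgeR. With the experiment number as a replicate block the adjusted p from edgeR was 0.0235 for IGFBP3 and 0.0351 for both CLEC10A and JUP, at log2 fold changes of 3.14, 1.98 and 1.53. The calls of IGFBP3, CLEC10A and JUP against the single library were lost without the MNPA library of experiment 1 or of experiment 2.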

**Table 1:** Genes identified after incubation with arecoline

Gene Name	*q*-value^a^	Logfc^b^	Gene Description
*H3F3AP4*	0.03	-6.77	H3 Histone Pseudogene 6
*MEP1A*	0.04	-2.16	Meprin A Subunit Alpha
*KBTBD11-OT1*	0.05	-3.80	KBTBD11 Overlapping Transcript 1
*IGFBP3*	0.04	-2.28	Insulin Like Growth Factor Binding Protein 3
*AC097372.1*	0.04	-2.18	Reeler Domain Containing 1
*PTCRA*	0.04	-1.98	Pre T Cell Antigen Receptor Alpha
*IL3RA*	0.04	-1.96	Interleukin 3 Receptor Subunit Alpha
*CLEC10A*	0.03	-1.88	C-Type Lectin Domain Containing 10 A
*ACKR3*	0.04	-1.75	Atypical Chemokine Receptor 3
*JUP*	0.04	-1.50	Junction Plakoglobin
*MAPK8IP1*	0.05	-1.51	Mitogen-Activated Protein Kinase 8 Interacting Protein 1^b^
*MATK*	0.03	-1.51	Megakaryocyte-Associated Tyrosine Kinase
*TREML3P*	0.03	1.93	Triggering Receptor Expressed On Myeloid Cells Like 3, Pseudogene
*AC245036.5*	0.04	2.99	RNA gene; lncRNA
*AC113189.4*	0.05	2.75	RNA gene; lncRNA

Legend: Listed genes satisfied the following criteria *q* < 0.05^a^ and a log-fold change (logfc) of 1.5^b^

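Most of the genes tested that are switched on by NRF2, the regulator of the antioxidant response, were higher after arecoline than in the library labelled MNPA experiment 3, whose run record names methanol. Of 25 such genes tested, 18 were higher, none was lower and 7 did not pass an adjusted p of 0.05 from edgeR (19 higher when adjusted over the list alone). FTH1, the heavy chain of the iron store ferritin, was higher by 0.82 on the log2 scale (standard error 0.176, adjusted p = 0.0316 from edgeR), and TKT, transketolase of the pentose phosphate pathway, by 0.71 (standard error 0.106, adjusted p = 0.0195 from edgeR). Of 24 genes of G2/M and mitosis, 18 were higher, none was lower and 6 did not pass (23 higher when adjusted over the list alone). Among them the mitotic kinesin KIF20A was higher by 0.62 (standard error 0.12) and cyclin A2, CCNA2, by 0.70 (standard error 0.115). Of 20 genes of the actin cytoskeleton and adhesion, 2 were higher, 10 were lower and 8 did not pass, the same numbers as when adjusted over the list alone. ACTB, which encodes beta-actin, fell by 0.46 (standard error 0.105, adjusted p = 0.0355 from edgeR). Of 22 markers of monocytic and myeloid progenitors, 9 were lower, none was higher and 13 did not pass (13 lower when adjusted over the list alone), and MS4A3 fell by 1.30 (standard error 0.308, adjusted p = 0.0394 from edgeR). Of 23 genes of cholesterol synthesis, 6 were lower and 17 did not pass (8 lower when adjusted over the list alone), and SQLE, squalene epoxidase, fell by 0.51 (standard error 0.105). Of 23 NF-kappaB targets and inflammatory cytokines, 3 were higher, 7 were lower and 13 did not pass (5 higher and 10 lower when adjusted over the list alone). NFKB2 fell by 1.13 (standard error 0.187, adjusted p = 0.0221 from edgeR). Camera with a preset correlation of 0.01 called 14 of 28 gene lists for arecoline, these 6 among them. None held with an estimated correlation: the adjusted p was 0.299 for the NRF2 targets, 0.499 for the NF-kappaB targets and 0.381 for the other 4 with an estimated correlation. Of the 275 genes of Additional Table 1, 264 were tested, and 88 were higher, 150 lower and 26 did not pass edgeR's test, in a list chosen by the study and so not independent evidence. Camera with an estimated correlation called none of the lists in any comparison, so failing it does not show that a list was unchanged. The libraries of experiment 3, among them the reference of these comparisons, stood apart from the other 4 on the first principal component, which held 50.2% of the variance. All these calls were lost without the MNPA library of experiment 1 or of experiment 2.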

Pathway (Metascape) analysis of the 275 genes (Fig. 1) listed in the Additional Table 1, revealed 5 significant pathways after statistical correction by the false discovery rate (FDR): namely, myeloid cell activation involved in immune response, cellular response to thyroid hormone stimulus, responses to toxic substances and hematopoietic cell lineage.

**Fig. 1:**
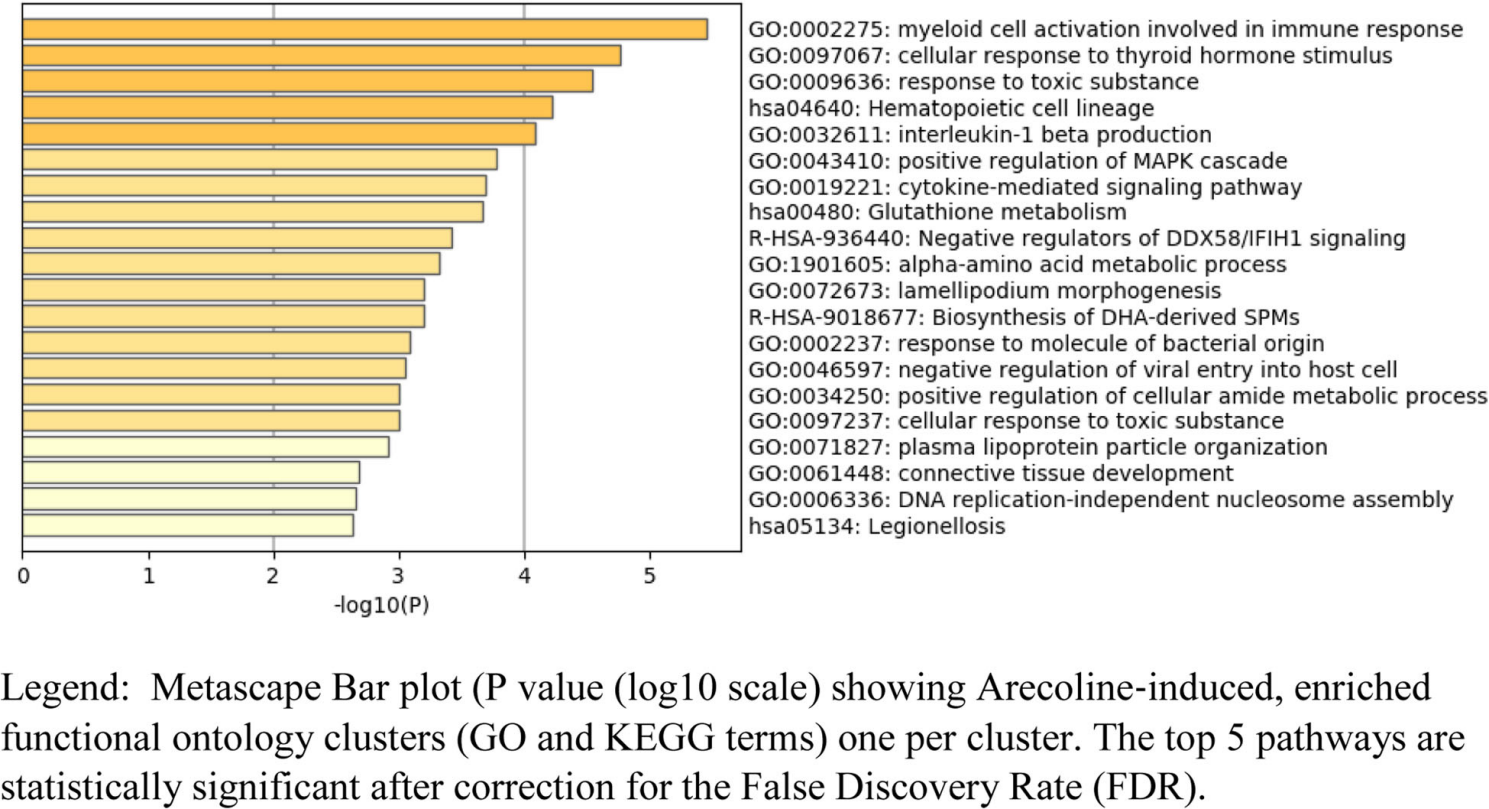
Pathway (Metascape) analysis following arecoline incubation

#### Incubation with MNPA

359 gene hits were identified after incubation with MNPA with a *q* < 0.05 (Additional Table 2) reducing to 39 with a log-fold change of +/-1.5 (Table 2). 

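SLFN5, a schlafen family gene induced by interferon, stood at 52.8 and 61.5 CPM in the MNPA libraries of experiments 1 and 2 and at 9.00 CPM in the library labelled MNPA experiment 3, whose run record names methanol. It lies on chromosome 17 of GRCh38 from 35243036 to 35273655, and its log2 fold change against that library was 2.67 (standard error 0.247, adjusted p = 0.00566 from edgeR). EFNB2, a membrane-bound ligand of Eph receptors on chromosome 13 from 106489731 to 106535662, was higher by 3.70 (standard error 0.356, adjusted p = 0.00566 from edgeR). LRMDA, a leucine-rich repeat gene on chromosome 10 from 75431453 to 76560167, fell by 3.69 (standard error 0.387, adjusted p = 0.00566 from edgeR), from 14.8 CPM to 1.11 and 1.17 CPM. TENM3, a teneurin of neuronal cell contacts, fell by 2.91 (standard error 0.348, adjusted p = 0.00676 from edgeR), and CNTN4, a contactin of neuronal adhesion, fell by 1.71 (standard error 0.21, adjusted p = 0.00687 from edgeR). The arecoline libraries lay between 6.36 and 8.89 CPM for SLFN5, between 2.12 and 3.01 CPM for EFNB2 and between 6.51 and 11.3 CPM for LRMDA. Of the 38 genes of Table 2 that were measured, 25 could be tested, and 12 were higher, 11 were lower and 2 did not pass an adjusted p of 0.05 from edgeR. For all 38 genes both MNPA libraries lay on the paper's side of the single library. The study chose the list, possibly with that library among its controls, so these counts are not independent evidence. Over all genes tested, 1438 were higher and 1544 lower in MNPA of experiments 1 and 2, and 195 of the 2982 had a natural-log fold change of at least 1.5 in either direction, 124 higher and 71 lower. The count of 2982 rose to 6721 without the arecoline library of experiment 3. Without the MNPA library of experiment 1 or 2, 0 genes passed edgeR's test, while 3879 and 3488 had an unadjusted p under 0.05.

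**Figure D1:**
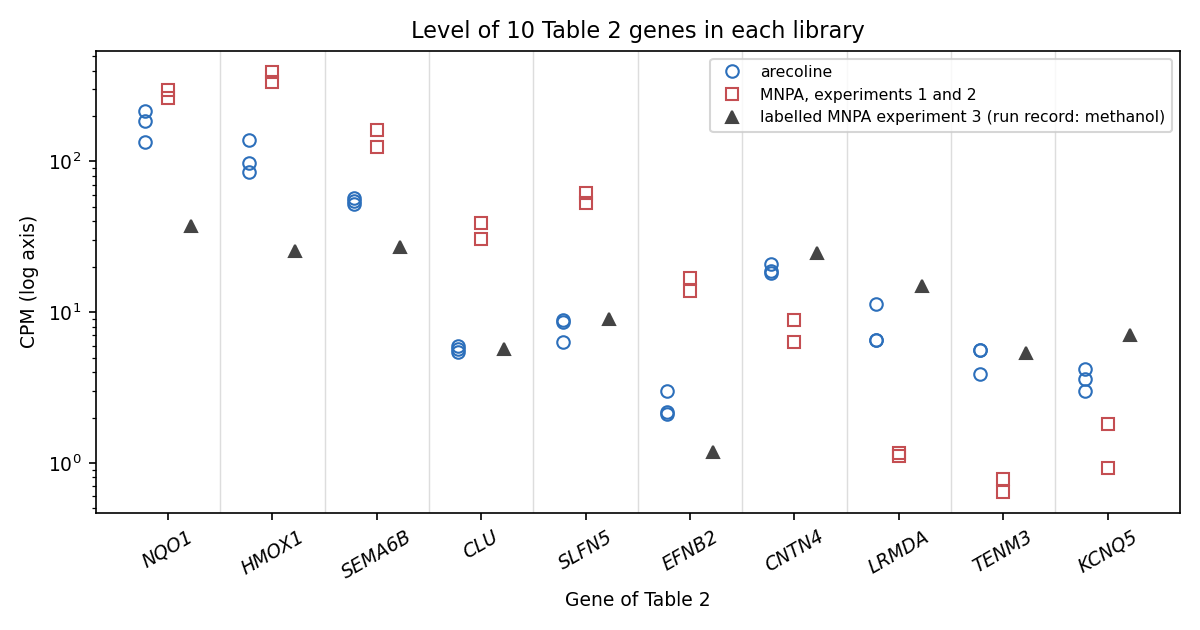
Level of 10 genes of Table 2 in each of the 6 libraries, as CPM on a log axis. Circles are the 3 arecoline libraries, squares the MNPA libraries of experiments 1 and 2, and the filled triangle is the library labelled MNPA experiment 3, whose run record names methanol. For SLFN5 the squares sit at 52.8 and 61.5 CPM and the triangle at 9.00 CPM.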

The relevance of these genes to diabetes, obesity and/or metabolic syndrome was assessed independently by 2 of us (BJB and GAH) with reference to GeneCards, The Type 2 Diabetes Knowledge Portal and PubMed as described in the methods. Fourteen genes were identified of potential interest:

**Table 2:** Genes identified after incubation with MNPA

Gene Name	q-value^a^	logfc^b^	Gene Description
*H3F3AP4*	0.02	-6.71	H3 Histone Pseudogene 6
*PRKN*	0.05	-2.35	Parkin RBR E3 Ubiquitin Protein Ligase
*ARSEP1*	0.04	-2.28	Arylsulfatase L Pseudogene 1
*MYO7B*	0.03	-2.24	Myosin VIIB
*SIGLEC6*	0.04	-1.97	Sialic Acid Binding Ig Like Lectin 6
*WDR49*	0.01	-1.93	WD Repeat Domain 49
*TENM3*	0.04	-1.92	Teneurin Transmembrane Protein 3
*GLDN*	0.04	-1.90	Gliomedin
*GRIP1*	0.04	-1.78	Glutamate Receptor Interacting Protein 1
*NEGR1*	0.04	-1.73	Neuronal Growth Regulator 1
*LRMDA*	0.03	-1.72	Leucine Rich Melanocyte Differentiation Associated
*CCDC26*	0.05	-1.60	CCDC26 Long Non-Coding RNA
*AL023693.1*	0.05	-1.59	lncRNA
*KCNQ5*	0.04	-1.56	Potassium Voltage-Gated Channel Subfamily Q Member 5
*AL109914.1*	0.05	-1.54	lncRNA
*C2orf81*	0.05	-1.52	Chromosome 2 Open Reading Frame 81
*CNTN4*	0.02	-1.52	Contactin 4
*SLFN5*	0.03	1.54	Schlafen Family Member 5
*CRTAM*	0.04	1.55	Cytotoxic And Regulatory T-Cell Molecule
*NQO1*	0.02	1.59	NAD(P)H Quinone Dehydrogenase 1
*SEMA6B*	0.01	1.59	Semaphorin 6B
*INHBE*	0.03	1.60	Inhibin Subunit Beta E
*DLGAP1-AS2*	0.04	1.80	DLGAP1 Antisense RNA 2 lncRNA
*CLU*	0.03	1.90	Clusterin
*EFNB2*	0.04	1.90	Ephrin B2
*HTRA3*	0.04	1.90	HtrA Serine Peptidase 3
*SPTA1*	0.03	2.02	Spectrin Alpha, Erythrocytic 1
*HMOX1*	0.02	2.12	Heme Oxygenase 1
*LUCAT1*	0.03	2.13	Lung Cancer Associated Transcript 1
*OLAH*	0.03	2.17	Oleoyl-ACP Hydrolase
*TMEM140*	0.03	2.18	Transmembrane Protein 140
*NMRAL2P*	0.05	2.21	NmrA Like Redox Sensor 2, Pseudogene
*U62317.1*	0.04	2.33	Uncharacterized LOC105373098 RNA gene
*KLHDC7B*	0.04	2.41	Kelch Domain Containing 7B
*AL596330.1*	0.05	2.59	Subcategory (RNA class) for ENSG00000229400 Gene
*TREML3P*	0.01	2.68	Triggering Receptor Expressed On Myeloid Cells Like 3, Pseudogene
*SGCG*	0.03	2.76	Sarcoglycan Gamma
*NEUROD4*	0.03	2.78	Neuronal Differentiation 4
*TREML4*	0.03	2.88	Triggering Receptor Expressed On Myeloid Cells Like 4

Legend: Listed genes satisfied the following criteria *q* < 0.05^a^ and a log-fold change (logfc) of 1.5^b^

a Gliomedin (*GLDN* fold change 0.11)
b Glutamate Receptor Interacting Protein 1 (*GRIP1* fold change 0.15).
c Neuronal Growth Regulator 1 (*NEGR1* fold change 0.14).
d Potassium Voltage-Gated Channel Subfamily Q Member 5 (*KCNQ5* fold change 0.21).
e Cytotoxic And Regulatory T-Cell Molecule (*CRTAM* fold change 4.9).
f NAD(P)H Quinone Dehydrogenase 1 (*NQO1* fold change 4.9).
g Semaphorin 6B (*SEMA6B* fold change 4.9).
h Inhibin Subunit Beta E (*INHBE* fold change 5.4).
i Clusterin (*CLU* fold change 6.7).
j Spectrin Alpha, Erythrocytic 1 (*SPTA1* fold change 9.3).
k Heme Oxygenase 1 (*HMOX1* fold change 8.4).
l Transmembrane Protein 140 (*TMEM140* fold change 10.0).
m Sarcoglycan Gamma (*SGCG* fold change 24.8).
n Triggering Receptor Expressed On Myeloid Cells Like 4 (*TREML4* fold change 26.7).

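HMOX1, heme oxygenase 1, on chromosome 22 of GRCh38 from 35380361 to 35394214, stood at 393 and 335 CPM after MNPA in experiments 1 and 2. It stood at 25.4 CPM in the library labelled MNPA experiment 3, whose run record names methanol, a log2 fold change of 3.84 (standard error 0.331, adjusted p = 0.00566 from edgeR). NQO1, the quinone reductase on chromosome 16 from 69706996 to 69726951, stood at 298 and 261 CPM against 37.4 CPM, a log2 fold change of 2.90 (standard error 0.29, adjusted p = 0.00566 from edgeR). CLU, the secreted chaperone clusterin on chromosome 8 from 27596917 to 27615031, stood at 39.0 and 30.6 CPM against 5.72 CPM, a log2 fold change of 2.60 (standard error 0.224, adjusted p = 0.00566 from edgeR). SEMA6B, a transmembrane semaphorin, was higher by 2.40, and TREML4, a receptor of the TREM-like family, by 4.59, with standard errors of 0.188 and 0.968. TREML4 stood at only 0.0874 CPM in that library and at 2.304 and 2.135 CPM after MNPA, so its fold rests on very few fragments. KCNQ5, a voltage-gated potassium channel, fell by 2.36 (standard error 0.399, adjusted p = 0.0122 from edgeR), and NEGR1, a neuronal adhesion protein, fell by 2.10 (standard error 0.42, adjusted p = 0.0179 from edgeR). GRIP1, with a log2 fold change of -1.50 (standard error 0.442, adjusted p = 0.0502 from edgeR), and CRTAM, with 0.88 (standard error 0.408, adjusted p = 0.154 from edgeR), did not pass. With the experiment number as a replicate block GRIP1 passed, with -1.99 (adjusted p = 0.000236 from edgeR), and CRTAM did not (adjusted p = 0.426 from edgeR). Among the genes that did not pass the filter on level, INHBE stood at 4.11 and 3.95 CPM after MNPA against 0.393 CPM, TMEM140 at 4.40 and 4.51 CPM against 0.350 CPM, and GLDN at 0.370 and 0.282 CPM against 1.53 CPM. Several of these genes also differed from that library after arecoline: HMOX1 by 2.08, NQO1 by 2.25, SEMA6B by 1.01 and NEGR1 by -1.70 on the log2 scale, with adjusted p = 0.0195, 0.0177, 0.0228 and 0.0339 from edgeR. In experiments 1 and 2 alone, MNPA was above arecoline by 1.64 for HMOX1 (standard error 0.228), 2.60 for CLU (standard error 0.137), 1.40 for SEMA6B (standard error 0.126) and 0.49 for NQO1 (standard error 0.082), with adjusted p = 0.0144, 2.05e-08, 0.000104 and 0.000501 from edgeR. With all libraries as labelled none of these 4 passed, at 1.23, 2.13, 0.94 and 0.16 with adjusted p = 0.438, 0.117, 0.378 and 0.916 from edgeR, and NQO1 turned to -0.24 with the replicate block. The study chose these genes, so their direction is not independent evidence, and the calls against the single library were lost without the MNPA library of experiment 1 or of experiment 2.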

Pathway (Metascape) analysis of the 359 genes (Fig. 2) listed in the Additional Table 2, revealed 5 significant pathways after statistical correction by the FDR: namely, regulation of cell adhesion, response to inorganic substances, apoptotic signalling pathway, response to toxic substances and regulation of the innate immune response.

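Genes of the actin cytoskeleton and of adhesion were mostly lower in the MNPA libraries of experiments 1 and 2 than in the library labelled MNPA experiment 3, whose run record names methanol. Of 20 tested, 15 were lower, 2 were higher and 3 did not pass an adjusted p of 0.05 from edgeR (17 lower and 3 higher when adjusted over the list alone). ITGA4, the integrin alpha-4 chain, fell by 0.54 (standard error 0.0973, adjusted p = 0.0136 from edgeR), while ICAM1, a leukocyte adhesion ligand, was higher by 1.11 (standard error 0.22, adjusted p = 0.0173 from edgeR). Of 22 apoptosis genes, 10 were higher, 3 were lower and 9 did not pass (11 higher and 3 lower when adjusted over the list alone). The death receptor TNFRSF10B was higher by 1.64 (standard error 0.21, adjusted p = 0.00701 from edgeR), BBC3, the pro-apoptotic protein PUMA, by 0.96 (standard error 0.261, adjusted p = 0.0399 from edgeR), and BIK, also pro-apoptotic, fell by 0.76 (standard error 0.175, adjusted p = 0.0257 from edgeR). Of 25 NRF2 targets, 20 were higher, none was lower and 5 did not pass, with the same 20 when adjusted over the list alone. FTH1 was higher by 2.13 (standard error 0.198) and EPHX1, microsomal epoxide hydrolase, by 1.56 (standard error 0.162). Of 7 metallothionein and zinc response genes, 5 were lower and 2 did not pass (5 lower when adjusted over the list alone). The metal-binding proteins MT2A and MT1E fell by 1.57 (standard error 0.209) and by 1.90 (standard error 0.268). Of 37 interferon-stimulated genes, 31 were higher, none was lower and 6 did not pass (34 higher and 1 lower when adjusted over the list alone). The ubiquitin-like ISG15 was higher by 1.63 (standard error 0.241) and the antiviral enzyme OAS2 by 2.08 (standard error 0.285). Of 5 aryl hydrocarbon receptor targets, 4 were higher and 1 did not pass, with the same 4 when adjusted over the list alone. Camera with a preset correlation called all 6 of these lists, and 22 of 28 lists in all. None held with an estimated correlation: the adjusted p was 0.139 for the actin, NRF2, metallothionein and aryl hydrocarbon receptor lists, 0.224 for the interferon list and 0.25 for the apoptosis list with an estimated correlation. Of the 359 genes of Additional Table 2, 344 were tested, and 150 were higher, 35 did not pass edgeR's test and the rest were lower, in a list chosen by the study and so not independent evidence. With an estimated correlation camera called none of the lists in any comparison, so failing it does not show that a list was unchanged. The reference library came from experiment 3, whose 2 libraries stood at 35.5 and 44.8 on the first principal component. All calls were lost without the MNPA library of experiment 1 or of experiment 2.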

**Fig. 2:**
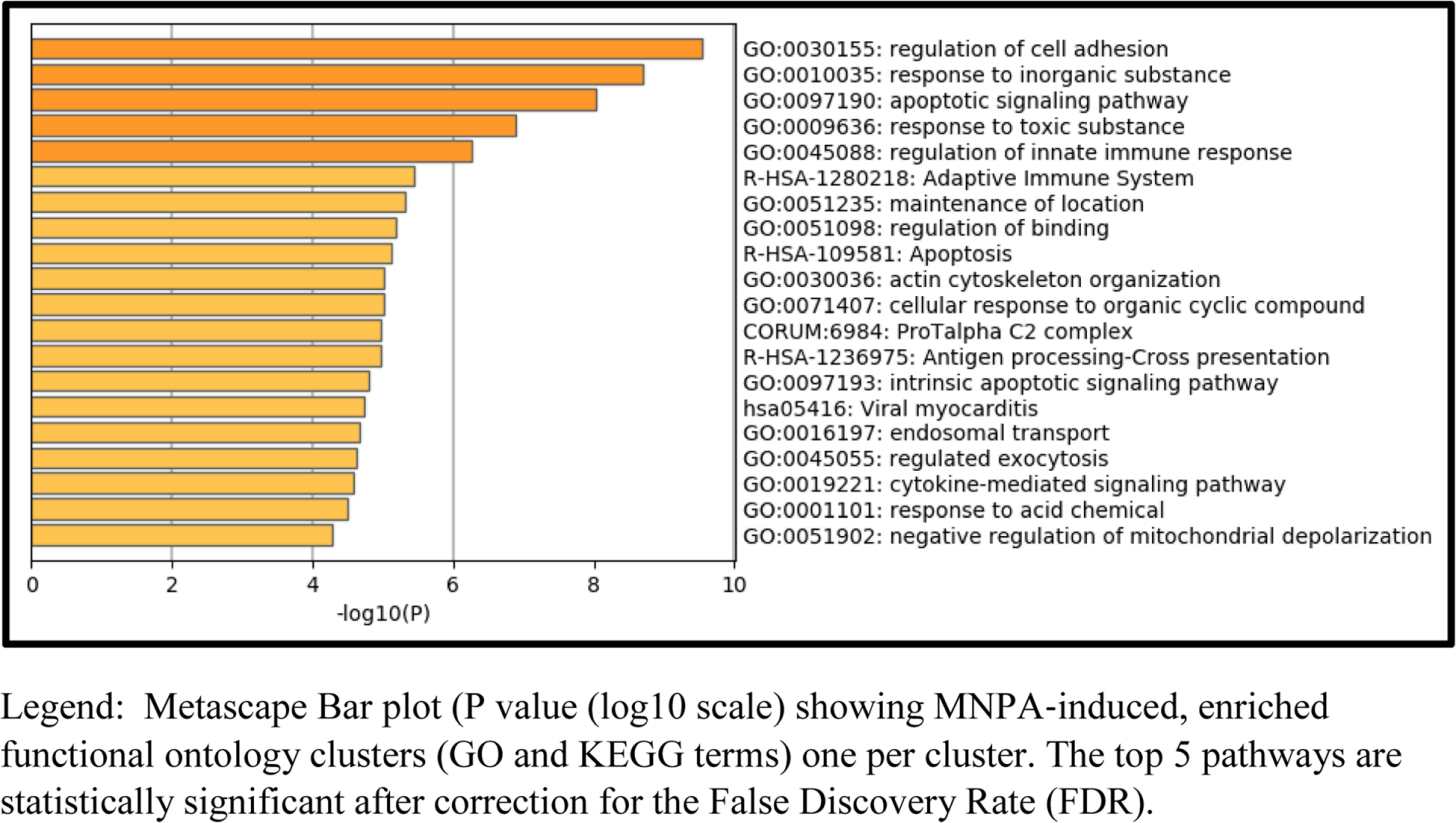
Pathway (Metascape) analysis following MNPA incubation

##### Gene expression changes in common with arecoline and MNPA

Using the strict criteria of *q* < 0.05 and log fold change of 1.5 there is only one overlapping gene, *H3F3AP4*, which is the H3 Histone Pseudogene 6 (chromosome location 2q31.1) of unknown function, although it might regulate gene function as a short interfering RNA or microRNA decoy with probable relevance to betel-induced carcinogenesis. 

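H3F3AP4 is a processed pseudogene of the histone H3.3 gene H3F3A and lies on chromosome 2 of GRCh38 from 174719908 to 174720318. It had 0 estimated counts in the 3 arecoline libraries and in the MNPA libraries of experiments 1 and 2, and 16.9 CPM in the library labelled MNPA experiment 3, whose run record names methanol. With counts in a single library it did not enter the test. H3F3A itself, on chromosome 1 from 226061851 to 226072001, stood at 877, 921 and 995 CPM after arecoline, at 779 and 696 CPM after MNPA in experiments 1 and 2, and at 919 CPM in that library. A processed pseudogene and its parent share nearly all of their sequence, so the split of reads between H3F3AP4 and H3F3A is uncertain. TREML3P, which stands in Table 1 and in Table 2, held 4.79, 4.52 and 4.10 CPM after arecoline, 8.31 and 9.59 CPM after MNPA in experiments 1 and 2, and 0.437 CPM in that library.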

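Nearly all tested genes listed in both Additional Table 1 and Additional Table 2 moved the same way after either compound when set against the library labelled MNPA experiment 3, whose run record names methanol. ME1, malic enzyme, which supplies NADPH, was higher by 1.08 after arecoline (standard error 0.169, adjusted p = 0.021 from edgeR) and by 1.81 after MNPA in experiments 1 and 2 (standard error 0.182, adjusted p = 0.00566 from edgeR). MATK, lower after arecoline, also fell by 1.12 after MNPA (standard error 0.17, adjusted p = 0.00992 from edgeR). Of the 67 genes of both tables that could be tested, 33 were higher and 33 lower after both compounds. Of these, 32 were higher and 29 lower at an adjusted p under 0.05 from edgeR for both, in a list that the study chose and that is not independent evidence. If the tables were independent draws from the genes tested, 6.6 would be in both. Over all 13770 genes tested, 506 were higher and 468 lower after both compounds at an adjusted p under 0.05 from edgeR, where independent lists would share 111 and 106, and 21 were called in opposite directions. With the experiment number as a replicate block 1094 were higher and 1050 lower after both, where independent lists would share 429 and 390, and 311 were called in opposite directions, with r = 0.66. Both comparisons share the single library, and their fold changes were correlated across genes, which are not independent replicates, with r = 0.725. Unchanged groups simulated against the same library gave a mean correlation of 0.723 and at most 3 shared calls in 20 draws. The covariance of the fold changes was 0.333, against 0.07 in the simulations. All simulated libraries, the reference among them, were drawn around common means with no experiment effect. The simulations therefore cannot show how much of the shared calls comes from a reference of experiment 3. A single library cannot be divided, so part of the excess over independent lists may come from the shared reference, and the calls were lost without the MNPA library of experiment 1 or of experiment 2.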

Using the less stringent criteria of ‘*q* < 0.05 only’ then there are 69 of 275 (25 %) genes identified with arecoline that are also affected by its nitrosated product MNPA (Additional Fig. 4; data available from authors on request).

## Discussion

The aim of our study was to identify genes known to be associated with diabetes, obesity and metabolic syndrome whose expression was significantly altered by exposure to the arecal compounds arecoline and its nitrosated metabolite, MNPA. Whole transcriptome analysis by RNA-Seq of the human monocyte line THP1 did reveal a significant number of genes that are either downregulated or upregulated in response to incubation with arecoline or with MNPA. It was also hoped to determine whether the strength of the evidence for any of the genes found to be significantly affected might warrant further cell-based work and investigation amongst betel-chewing communities.

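Compared directly, with all 6 libraries as labelled, MNPA left IL4I1, a secreted amino acid oxidase, higher than arecoline by 2.19 on the log2 scale (standard error 0.162, adjusted p = 0.0312 from edgeR). ALOX5, 5-lipoxygenase of leukotriene synthesis, was higher by 1.80 (standard error 0.15, adjusted p = 0.0312 from edgeR), CCND1, cyclin D1, by 1.72 (standard error 0.191, adjusted p = 0.0452 from edgeR), and IFIH1, a sensor of viral RNA, by 1.87 (standard error 0.202, adjusted p = 0.0452 from edgeR). NUMBL, a relative of the Notch regulator Numb, fell by 1.70 (standard error 0.185, adjusted p = 0.0452 from edgeR). Of 13770 genes, 15 were higher and 6 lower after MNPA at an adjusted p under 0.05 from edgeR, or 15 higher and 1 lower with upper-quartile scaling, and 3024 had an unadjusted p under 0.05. In experiments 1 and 2 alone, 3077 genes were higher and 3106 lower of 13404 tested, and all 21 genes were among them. Of 51 distinct genes of Tables 1 and 2 that were measured, 32 could be tested, and 0 passed an adjusted p of 0.05 from edgeR with all libraries as labelled. Of these, 11 had an unadjusted p under 0.05, 10 passed when adjusted over the list alone, DESeq2 called 11, limma-voom and limma-trend called 0, and edgeR called 9 with the experiment number as a replicate block. In experiments 1 and 2 alone, 23 of them were tested, without those at 1 CPM or more after only 1 of the compounds, which did not pass the filter. Of the 23, 15 were higher after MNPA and 5 lower. These included IL3RA, higher by 2.74 (standard error 0.208, adjusted p = 3e-07 from edgeR), and LRMDA, which fell by 2.50 (standard error 0.224, adjusted p = 1.16e-06 from edgeR). Of the tested genes of Additional Table 1 alone, 10 were higher and 4 lower after MNPA with all libraries as labelled, and 108 higher and 49 lower of 188 in experiments 1 and 2. Of 277 genes of Additional Table 2 alone, 0 passed edgeR's test with all libraries as labelled while DESeq2 called 32, and 109 were higher and 113 lower of 272 in experiments 1 and 2. These lists were chosen by the study on these samples and are not independent evidence. The 21 genes became 1390 with the experiment number as a replicate block, 1504 with DESeq2 and 3220 without the library labelled MNPA experiment 3. Without any of the other 5 libraries, 0 genes passed edgeR's test, while 1687, 1764 and 2850 had an unadjusted p under 0.05 without arecoline experiment 1, 2 and 3, and 2114 and 2080 without MNPA experiment 1 and 2.

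**Figure D2:**
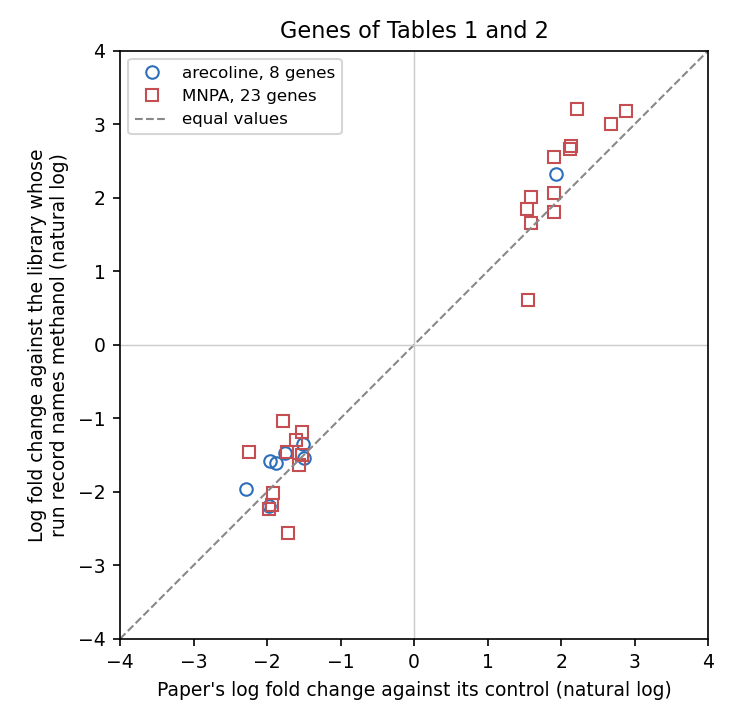
Natural-log fold changes of testable genes of Table 1 (8 genes, circles) and Table 2 (23 genes, squares). The horizontal axis is the paper's value against its control, and the vertical axis is the value against the single library labelled MNPA experiment 3, whose run record names methanol. The dashed line marks equal values. Each gene has the same sign on both axes.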

Consistent with the established effects of betel-quid chewing in humans, a number of cellular pathways and genes have been identified as being significantly affected by the arecal compounds used in our approach; these genes are known to relate to immune responses, to cell differentiation and lineage, to cellular responses to toxic and inorganic substances and to the development of obesity and T2D in humans. Other genes known to be associated with carcinogenesis were also found to have altered expression, as expected; some genes affected are associated with immune function and a smaller number of affected genes are related to neural development and could prove to be associated with susceptibility to addiction.

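Between MNPA and arecoline, in experiments 1 and 2 alone, KCNQ5 fell by 1.25 (standard error 0.31, adjusted p = 0.0048 from edgeR) and GRIP1, a scaffold of glutamate receptors, by 1.30 (standard error 0.313, adjusted p = 0.00386 from edgeR). With all libraries as labelled neither passed, with -0.15 for KCNQ5 (standard error 0.675, adjusted p = 0.924 from edgeR) and -0.46 for GRIP1 (standard error 0.49, adjusted p = 0.637 from edgeR). NEGR1 differed by -0.11 in experiments 1 and 2 (standard error 0.283, adjusted p = 0.77 from edgeR). Of the 6 genes of Table 3 that could be tested there, 3 were higher after MNPA, 2 were lower and 1 did not pass, the same numbers as when adjusted over the list alone, in a list that the study chose. The list's adjusted p was 0.305 with an estimated correlation, against 0.0498 from camera with a preset correlation. With the experiment number as a replicate block and all libraries as labelled, CRTAM, an immunoglobulin-like receptor of activated T and NK cells, was higher after MNPA by 1.62 (adjusted p = 0.038 from edgeR). Without that block its log2 fold change was 1.64 (standard error 0.351, adjusted p = 0.0738 from edgeR). INHBE, an activin subunit, stood at 0.427 ± 0.241 CPM (SD, n = 3) after arecoline and did not pass the filter on level.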

*Genes of specific relevance to obesity, diabetes and metabolic syndrome, based on published studies and genetic evidence, that showed good evidence suggesting that arecoline and/or MNPA may alter their expression, included * (Table 3): -.

**Table 3:** Genes with good or highly suggestive evidence of specific relevance to obesity, diabetes and metabolic syndrome

Gene	Disease Association or trait reported in humans	Putative mechanism
C-Type Lectin Domain Containing 10 A (*CLEC10A*)	Obesity, T2D	Adaptive and immune responses
Mitogen-Activated Protein Kinase 8 Interacting Protein 1 (*MAPK8IP1*)	T2D	Regulator of beta cell function and of immune function
Neuronal Growth Regulator 1 (*NEGR1*)	BMI, wait circumference, T2D	Cell adhesion
NAD(P)H Quinone Dehydrogenase 1 (*NQO1*)	Obesity, T2D. liver dysfunction	Anti-oxidant defences
Inhibin Subunit Beta E (*INHBE* )	Metabolic Syndrome, coronary heart disease	Cell proliferation, apoptosis, immune responses and hepatokine and hormone secretion
Glutamate receptor interacting protein 1 (*GRIP1*)	Metabolic syndrome (hepatic steatosis, hyperglycaemia and increased insulin resistance)	Macrophage and neuronal function and increased inflammation
Clusterin (*CLU*)	Glucose intolerance	Increased insulin resistance
Growth Factor Binding Protein 3 (*IGFBP3*)	Obesity, T2D, cerebrovascular disease	IGF binding protein affects vitamin D metabolism
Potassium Voltage-Gated Channel Subfamily Q Member 5 (*KCNQ5*)	Body mass index	Potassium channel
Cytotoxic And Regulatory T-Cell Molecule (*CRTAM*)	Body mass index and systolic hypertension	Innate immune system and determinant of insulin secretion
Spectrin (*SPTA1*)	HbA1c and T2D	Stability and structure of the cell membrane contributing to cell adhesion, cell spreading, and the cell cycle

Legend: *T2D* type 2 diabetes, *HbA1c* glycosylated haemoglobin

C-Type Lectin Domain Containing 10 A (*CLEC10A*), a calcium dependent endocytic receptor also known as the macrophage galactose-type lectin (MGL or CD301). It has been demonstrated to have a role in regulating adaptive and innate immune responses and is expressed in adipose tissue macrophages where it is associated with phenotypic switching of ATM subclasses in mice that then demonstrate either a lean or an obese phenotype [19]. Furthermore, evidence in humans demonstrates that missense and protein truncating mutations of the CLEC10A gene are strongly associated with the development of T2D (http://www.type2diabetesgenetics.org/gene/geneInfo/CLEC10A). In earlier rodent experiments MGL1 was found to be a novel regulator of monocyte trafficking in adipose tissue in response to dietary induced obesity [19, 20].

Mitogen-Activated Protein Kinase 8 Interacting Protein 1 (*MAPK8IP1*) gene encodes a regulator of pancreatic beta-cell function; it is also expressed in a large number of tissues including many associated with immune function and is a known trans-activator of the glucose transporter GLUT2. *MAPK8IP1* has a strong association with T2D with a missense mutation found in one family and, in *vitro*, that specific mutation has been found to be a key down-regulator of beta cell function [21].

Neuronal Growth Regulator 1 (*NEGR1*) is involved in cell adhesion. Multiple genome-wide association studies demonstrate strong genome-wide association (GWAS) signals for this gene with BMI, waist circumference and T2D [22] and certain mutations of this gene lead to Niemannn-Pick disease, a rare inherited metabolic disorder. (http://www.type2diabetesgenetics.org/gene/geneInfo/NEGR1). Furthermore, *NEGR1* knockout mice develop increased adiposity, including increased hepatocyte fat deposition, together with increases in glycaemia and in fasting serum insulin levels [23].

NAD(P)H Quinone Dehydrogenase 1 (*NQO1*) gene is a member of the NAD(P)H dehydrogenase (quinone) family, encodes a cytoplasmic 2-electron reductase (Entrez Gene) and is part of the antioxidant defence system. There is strong genetic evidence to support an association between *NQO1* variants by GWAS and increased risks of T2D and of an increased BMI (http://www.type2diabetesgenetics.org/gene/geneInfo/NQO1). NQO1 is highly expressed in human adipose tissue and its expression is reduced during diet-induced weight loss; furthermore its expression correlates directly with adiposity, glycaemia and markers of liver dysfunction [24]. Together, these findings indicate a role for NQO1 in the aetiology of obesity and T2D.

Inhibin Subunit Beta E (*INHBE*) gene is a member of the Transforming Growth Factor (TGF) beta superfamily. The transcribed peptide Activin E is ubiquitously expressed in a large number of normal tissues, many being known to be especially active during cell proliferation, apoptosis, immune response and hormone secretion. The highest expression is found in the liver where it acts as a hepatokine with effects on energy homeostasis in both brown and white adipose tissue [25]. The candidacy of the *INHBE* gene is further supported by strong GWAS signals associating it with cardiometabolic traits including raised serum triglycerides and overt coronary heart disease (http://www.type2diabetesgenetics.org/gene/geneInfo/INHBE).

*Other genes with evidence for relevance to T2D, Metabolic syndrome and obesity include the following (also included in* Table 3):

Glutamate receptor interacting protein 1 (*GRIP1*) mediates the trafficking and membrane organisation of a number of trans-membrane proteins in various cells including neurons and macrophages. Obese mice with a conditional knockout of *GRIP1* in macrophages develop massive macrophage infiltration and inflammation in many metabolically active tissues leading to many of the features that are associated with the metabolic syndrome such as hepatic steatosis, hyperglycaemia and increased insulin resistance [26]. Clusterin (*CLU*) is a molecular chaperone. Secretory clusterin is also known as ApoJ which has recently been identified as a novel hepatokine and deletion of hepatic ApoJ leads to insulin resistance and glucose tolerance [27]. Furthermore, in humans, serum ApoJ levels correlate directly with increases in insulin resistance but are decreased by rosiglitazone treatment [28]. Insulin Like Growth Factor Binding Protein 3 (*IGFBP3*) is the most abundant of 6 IGF-binding proteins. Important interactions have been observed between IGFBP3, vitamin D metabolism and obesity [29]. Furthermore, in people with T2D IGFB3 levels may inversely contribute to accelerated cerebrovascular disease [30]. Potassium Voltage-Gated Channel Subfamily Q Member 5 (*KCNQ5*) is a component of potassium channels and a strong GWAS association is seen between *KCNQ5* and body mass index (http://www.type2diabetesgenetics.org/gene/geneInfo/KCNQ5). Cytotoxic And Regulatory T-Cell Molecule (*CRTAM*) is a Protein Coding gene that has a role in the innate immune system and has also been proposed as a potential determinant of insulin secretion[31]. A strong GWAS association is seen between *CRTAM* and both body mass index and systolic blood pressure (http://www.type2diabetesgenetics.org/gene/geneInfo/CRTAM). Spectrin (*SPTA1*) is a component of the erythrocyte plasma membrane. A strong association is seen between *SPTA1* and separately with HbA1c (GWAS) and with T2D after adjustment for BMI (mainly missense mutations) (http://www.type2diabetesgenetics.org/gene/geneInfo/SPTA1).

A weakness of our approach is that the THP1 cell line is derived from a child with monocytic leukemia, however, in its favour is that these cells have been widely used to study monocyte and macrophage function [32]. Furthermore, their stable genetic background (compared to primary cells) with reproducible treatment responses makes this transformed cell line ideal for use in preliminary pilot studies aiming to justify further cellular and *in vivo* studies [33]. However, after incubation of THP1 cells with arecoline or MNPA we cannot, therefore, be sure if we are dealing with monocytes or macrophages as is described in the literature after PMA stimulation. 

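Markers of macrophage differentiation were more often higher than lower after MNPA, against arecoline, in experiments 1 and 2. Of 26 tested, 15 were higher, 3 were lower and 8 did not pass an adjusted p of 0.05 from edgeR, the same numbers as when adjusted over the list alone. CD14, the lipopolysaccharide co-receptor, was higher by 1.05 (standard error 0.0668, adjusted p = 6.29e-08 from edgeR), LGALS3, galectin-3, by 1.66 (standard error 0.087, adjusted p = 1.8e-08 from edgeR), and PPARG, a nuclear receptor of lipid metabolism, by 1.00 (standard error 0.0727, adjusted p = 2.06e-07 from edgeR). Of 21 markers of monocytic and myeloid progenitors, 5 were higher, 10 were lower and 6 did not pass, also when adjusted over the list alone. MS4A3 fell by 1.15 (standard error 0.151, adjusted p = 5.63e-05 from edgeR) and PRTN3, proteinase 3 of granules, by 1.08 (standard error 0.0673, adjusted p = 6.29e-08 from edgeR). With all libraries as labelled, edgeR called 0 of 27 macrophage markers over all genes (9 at an unadjusted p under 0.05, 5 higher and 1 lower over the list alone), while DESeq2 called 7, limma-voom 0 and limma-trend 0. Of 22 progenitor markers it called 0 (5 at an unadjusted p under 0.05, 3 higher over the list alone), while DESeq2 called 3, limma-voom 0 and limma-trend 0. Set against the library labelled MNPA experiment 3, whose run record names methanol, the progenitor markers after MNPA were lower in 12 and higher in none of 22 (12 lower and 1 higher when adjusted over the list alone), and the macrophage markers were higher in 9 and lower in 4 of 27, with the same numbers over the list alone. After arecoline, 7 macrophage markers were lower, none was higher and 20 did not pass (2 higher and 8 lower when adjusted over the list alone). CD14 fell by 0.44 (standard error 0.0962, adjusted p = 0.0325 from edgeR) and LGALS3 by 0.85 (standard error 0.158, adjusted p = 0.0257 from edgeR). The adjusted p of the macrophage list was 0.339 with an estimated correlation between the treatments, 0.297 for MNPA and 0.552 for arecoline against the single library. For the progenitor list it was 0.352 between the treatments and 0.224 for MNPA with an estimated correlation. The calls against the single library were lost without the MNPA library of experiment 1 or of experiment 2.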

Various compounds have been isolated and identified from *Areca catechu* nuts including alkaloids, tannins, flavones, triterpenes, steroids, and fatty acids [11]. We chose to focus on arecoline and two of the many nitrosated products of the arecal alkaloids (MNPA and MNPN), both because they are known to be the most carcinogenic of them and because low-dose nitrosamines cause T2D experimentally and in humans [12, 14]. Tissue and cell specific levels of arecoline derived from betel nut and its nitrosated products including MNPA are difficult to gauge. The average arecoline concentration in plasma in those chewing betel nut is 7.0 ng/ml (+/- SD of 10.7); in contrast the concentrations of MNPA are not reported [34]. The range of arecoline concentrations affecting different tissues adversely is clearly very wide as reviewed by Liu and colleagues [35] with a minimal active concentration/dose influencing macrophage expression *in vitro* of 10^− 5^ mol/l. Similarly, there is a wide range of concentrations (20–111 μg/ml) leading to minimal toxic effects on various cell types; 50 μg/ml had a minimal toxic effect on mice bone marrow and human peripheral blood lymphocytes generating reactive oxygen species [36]. Hence the administered concentrations in our experiments are consistent with the literature, but nonetheless, we cannot be certain that the concentrations we used are definitely physiologically relevant, which is a limitation of our approach.

Unfortunately, for technical reasons, we did not get results with MNPN. *Areca catechu* chewing quids often contain various other additives such as slaked lime, spices, sweeteners, and are wrapped in leaves of the *Piper betle* vine; furthermore, in many countries other than Taiwan they often contain chewing tobacco [37]. We cannot therefore exclude the possibility that many major effects of chewing betel quids in humans may be due to ingestion of betel quid components other than those from the *Areca catechu* nut. However, obesity and hyperglycaemia were induced in CD1 mice fed *Areca catechu* nut without any other betel quid component [9] and this data contributed to our focus on the findings for genes associated with those particular disorders in humans.

In the biostatistical analysis we have been conservative in applying a *q* value of < 0.05 and a log fold change of x1.5 in order to maximise the chances of identifying relevant transcripts from our exploratory genome-wide experiments. 

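Between MNPA and arecoline with all libraries as labelled, 10 of the 21 genes past an adjusted p of 0.05 from edgeR also had a log2 fold change of at least 1.5 in either direction. PLA2G4C, a cytosolic phospholipase A2, with 1.82 (standard error 0.169, adjusted p = 0.0385 from edgeR), and RGS16, a regulator of G-protein signalling, with 1.63 (standard error 0.145, adjusted p = 0.0346 from edgeR), were among them. The complement component C3, with 1.11 (standard error 0.126), and SHMT2, a mitochondrial enzyme of serine metabolism, with 0.87 (standard error 0.0966), were not. A natural-log fold change of at least 1.5 left IL4I1 alone, and so did Bonferroni adjustment. In experiments 1 and 2 alone, 36 of the 6183 genes had a natural-log fold change of at least 1.5, 34 higher and 2 lower after MNPA. Of the genes tested, IFI44L, an interferon-stimulated gene, had the largest, at 4.26 on the log2 scale (standard error 0.314, adjusted p = 0.000172 from edgeR). Genes at 1 CPM or more after only 1 of the compounds did not pass the filter in this fit and can differ by more. Among them TENM3 stood at 0.782 and 0.645 CPM after MNPA and at 5.65 and 5.62 CPM after arecoline. INHBE stood at 4.11 and 3.95 CPM after MNPA and at 0.593 and 0.537 CPM after arecoline.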

Further experiments will be required to assess the effect of either upregulation or downregulation of these genes in suitable models for detecting changes in function of the particular genes identified in this way.

In summary, the gene expression profiles described, induced by arecoline and MNPA derived from *Areca catechu*-(Betel-nut) would act through a number of mechanisms including regulation of adaptive and immune responses, transactivation of GLUT2, anti-oxidant defences and secretion of hepatocytokines. We would, therefore, hypothesise that the cumulative effect of betel-nut ingestion in humans, through the described changes in gene expression, would contributes to a predisposition to obesity, T2D and thereby, hepatic steatosis and thereby to an increased risk of cardiovascular disease. This would be supported by the population and rodent studies as noted in the introduction.

## Conclusions

This pilot study has identified a large number of genes whose expression was changed significantly in human TPH1 cells following incubation with arecoline and MNPA and that are known to be associated with increased risks of obesity and T2D in humans. These findings suggest that further investigation of these genes is warranted both *in vitro* and in humans from betel-chewing communities, and that our findings should be placed in the public domain so that they are available to the scientific community.

## Methods

The aim of our pilot study was to identify gene expression relevant to obesity, T2D and the metabolic syndrome using a genome-wide transcriptomic approach in a human monocyte cell line incubated with arecoline and its nitrosated products.

The THP1 (human acute monocytic leukemia derived; ATCC number TIB-202 purchased from Thermofisher) cell line [38] was regularly maintained in RPMI 1640 medium containing GlutaMAX™, supplemented with 10 % FCS (Gibco™ Newborn Calf Serum [heat inactivated], of New Zealand origin; Thermo Fisher Scientific), 5 % AA (Gibco® MEM), Non-Essential Amino Acids, 100 U/mL penicillin and 100 µg/mL streptomycin (Thermo Fisher Scientific). Cells were grown at 37 °C in a humidified atmosphere of 5 % CO2 in air, and sub-passaged with fresh complete RPMI medium every three days. The cell line was regularly checked to be mycoplasma free using the VenorGeM Mycoplasma detection kit (Cambio Ltd, UK) according to manufacturer’s instructions.

Stock solutions of Arecoline (100 mg/ml of methanol), MNPA (2.5 mg/ml of methanol), MNPN (20 mg/ml of 100 % ethyl acetate) and PMA((Phorbol-12-Myrsitate-13-Acetate (2 mg/ml of DMSO)) were made, aliquoted and stored at -20^o^C. To assess the toxicity of these preparations, THP-1 cells was incubated with 10-fold serial dilutions of arecoline, MNPN as well as MNPA in culture media. The cells were then observed under phase contrast light microscopy for up to 6 days. We then selected the highest non-toxic concentration listed below for our experiments. 1 × 10^6^ THP1 cells were treated with either 50 μg/ml Arecoline, 25 μg/ml MNPA, 200 μg/ml MNPN or 200 ng/ml PMA as a positive control in 6-well plates and cells were harvested after 6 h, 24 h and 48 h of treatment. Methanol and ethyl acetate were used as negative controls. Three independent experiments were performed for each exposure. Cell viability and proliferation was assessed by phase contrast light microscopy and using a MTT assay. All chemicals were purchased from Sigma-Aldrich.

### RNA extraction and RT-qPCR for gene expression of human TNFa, IL-6 and IL-8 analysis

Prior to whole genome sequencing we sought to confirm the biological viability of the THP1 cells studied following their incubation with arecoline, MNPA or MNPN by measuring their cytokine responses. Total RNA was extracted from treated cells using QIAGEN RNeasy Kit according to manufacturer’s instructions. cDNA was synthesized using 1 µg of the extracted RNA with an Oligo (dT) primer using a SuperScript® IV First-Strand Synthesis System (Thermo Fisher Scientific) as follows: primer annealing at 65 °C for 5 min; RNA reverse transcriptase at 50 °C for 1 h 10 min and at 70 °C for 15 min. The cDNA was used as a template to determine the expression level of human TNFa, IL-6, IL-8 and 18 S [39] treated (arecoline, MNPA or MNPN) /untreated THP1 cells. The RT-PCR was performed on StepOne™ Real-Time PCR System thermal cycler (Applied Biosystems™). Each PCR reaction consisted of 2 µl of cDNA, 2X SYBR® Green JumpStart™ Taq ReadyMix™ (Sigma-Aldrich), 0.2 µM of each forward and reverse primers (Additional Table 3). qPCR reaction conditions were: cDNA denaturation at 95 °C for 5 min, cDNA amplification at 95 °C for 15 s, primer annealing at 62 °C for 1 min for 45 cycles, then melt curves were obtained at 95 °C for 15 s, 60 °C for 1 min and a final step at 95 °C for 15 s. All target genes were normalised to *18 S RNA* using the standard *ΔΔ*Ct method. Results were analysed with Thermo Fisher StepOne software v2.3. Each experiment was performed in triplicate and fold change expression level was reported relative to 18 S level.

### RNA-sequencing and bioinformatics

Fragmented cDNA Sequencing libraries were generated from 100ng of Total RNA using NEBNext Ultra II with polyA isolation module (Illumina, San Diego, California, USA) according to manufacturer’s protocol. cDNA quantity and quality were evaluated using the Qubit dsDNA HS assay kit (Thermo Fisher Scientific, Erembodegem-Aalst, Belgium). Size distribution of our library was determined using an Agilent 2100 Bioanalyser. Pooled indexed paired-end libraries were sequenced on the Illumina NextSeq 500 (Illumina, USA) using the manufacturer’s instructions. Sequencing was performed at Queen Mary University of London Genome Centre core facility in the Blizard Institute London.

Sequenced reads were mapped using Kallisto [40] with default settings. Mean insert sizes and standard deviations were provided as input. Analysis of differential gene expression was performed using sleuth, applying a generalized linear model and utilising bootstraps on reads to estimate inferential variance. Genome-wide corrected p-values were calculated using the Bonferroni multiple testing adjustment procedure.

Functional annotation as well as pathway enrichment analyses were performed using DAVID, Reactome and Metascape (https://metascape.org/gp/index.html#/main/step1).

Candidacy of genes identified were assessed by look-ups in:

1. GeneCards: The human genome database (https://www.genecards.org/) to check for alias’s, gene summary (Entrez, Genecards and UniProtKB/Swiss-Prot) and mRNA expression in normal human tissues (GTEx, Illumina, BioGPS).
2. Type 2 diabetes knowledge portal (http://www.type2diabetesgenetics.org/). Genes considered were only those with ‘strong’ evidence for signal defined by either at least one variant within the coding sequence ± 100 kb that is associated with at least one phenotype with a *p* value < 5e-8 identified by a genome-wide association scan (GWAS), or at least one known variant with a missense or protein truncating mutation in the encoded protein that is associated with at least one phenotype with a *p* value < 5e-6.
3. PubMed (GAH and BJB independently) by searching biology of the identified gene and biological relevance to obesity, T2D or the metabolic syndrome before collation of results.

## Supplementary Information

**Additional file 1: Figure 1.** Phase light microscopy of THP-1 cells. Individual panels are of control cells or various concentration of arecoline studied at 48 h.

**Additional file 2: Figure 2. **MTT-Cell proliferation assay. Bar chart with 95% confidence limits plotting % cell viability by control and after incubation of arecoline/well at varying concentrations.

**Additional file 3: Figure 3. **Betel nut compounds treatment in THP1 cells. Bar chart with 95% confidence limits plotting a time course for TNFa, IL6 and IL8 mRNA (normalised relative to 18S RNA) in response to incubation with arecoline, MNPA, MNPN and PMA.

**Additional file 4: Figure 4.** Shared genes expressed (*q* < 0.05) after incubation with either arecoline or MNPA. Illustrated as a Venn diagram.

**Additional file 5: Table 1. **All genes identified after incubation with arecoline with significant increased expression after Bonferroni correction. **Table 2.** Genes identified after incubation with MNPA with significant increased expression after Bonferroni correction. **Table S3.** Primer sequences used in qPCR analysis https://www.ncbi.nlm.nih.gov/pmc/articles/PMC2851245/

## Data Availability

All genes identified after incubation with significant expression changes after Bonferroni correction, irrespective of candidacy, are listed in Additional Tables 2 and 3. The full dataset generated and/or analysed during the current study are available in the GEO repository with an accession number of GSE179143, website: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179143.

## Abbreviations

MNPA: 3-methylnitrosaminopropionaldehyde
MNPN: 3-methylnitrosaminopropionitrile
PMA: Phorbol-12-Myrsitate-13-Acetate
T2D: Type 2 diabetes
T1D: Type 1 diabetes
RR: Relative risk

# Supplementary material for: Areca catechu-(Betel-nut)-induced whole transcriptome changes in a human monocyte cell line that may have relevance to diabetes and obesity; a pilot study
**Source:** BMC Endocr Disord. 2021 Aug 14;21:165. doi: 10.1186/s12902-021-00827-1
**Supplement:** Supplementary file 1 — Additional file 1: Figure 1. Phase light microscopy of THP-1 cells. Individual panels are of control cells or various concentration of arecoline studied at 48 h.

## Slide 1

# Additional figure 1: Phase light microscopy of THP-1 cells.
1000 µg/ml
200 µg/ml
Control
PMA(200 µg /ml)
10 µg /ml
50 µg/ml
Legend; individual panels are of control cells or various concentration of arecoline studied at 48 hours

# Supplementary material for: Areca catechu-(Betel-nut)-induced whole transcriptome changes in a human monocyte cell line that may have relevance to diabetes and obesity; a pilot study
**Source:** BMC Endocr Disord. 2021 Aug 14;21:165. doi: 10.1186/s12902-021-00827-1
**Supplement:** Supplementary file 3 — Additional file 3: Figure 3. Betel nut compounds treatment in THP1 cells. Bar chart with 95% confidence limits plotting a time course for TNFa, IL6 and IL8 mRNA (normalised relative to 18S RNA) in response to incubation with arecoline, MNPA, MNPN and PMA.

## Slide 1

# Additional figure 3: Betel nut compounds treatment in THP1 cells.
### Chart: Average TNFa Normalised relative ^CT
Standard deviation
| Category | 6hrs | 24hrs | 48hrs |
|---|---|---|---|
| Arecoline | 0.22894284851066637 | 0.3634241185664279 | 0.41601676461038084 |
| MNPA | 0.33019272488946266 | 0.7113786608980125 | 0.27589241763811206 |
| MNPN | 0.6316359597656379 | 1.2 | 0.7211247851537042 |
| PMA | 0.44814047465571644 | 0.29624960684073703 | 1.5274930108978468 |
### Chart: Average IL6 Normalised relative ^CT
Standard deviation
| Category | 6hrs | 24hrs | 48hrs |
|---|---|---|---|
| Arecoline | 0.5943921952763129 | 1.9078163691030556 | 0.7559526299369239 |
| MNPA | 0.8242570599617113 | 2.4096831019876706 | 1.090272355699284 |
| MNPN | 0.6649399761150976 | 1.4325697513313385 | 0.8662391053409028 |
| PMA | 0.8849344009597906 | 2.7616803462223563 | 3.3330021893264057 |
### Chart: Average IL8 Normalised relative ^CT
Standard deviation
| Category | 6hrs | 24hrs | 48hrs |
|---|---|---|---|
| Arecoline | 0.3914867641168864 | 0.7268482371328558 | 0.5129927840030091 |
| MNPA | 1.3658399388865803 | 1.570014469689623 | 0.6952053289772899 |
| MNPN | 0.8276772529143362 | 1.2454769869555096 | 1.002659586992917 |
| PMA | 2.3588469901582667 | 4.4060522772299775 | 11.379371744705272 |Legend: The average cytokine response was normalised relative to 18S RNA

# Supplementary material for: Areca catechu-(Betel-nut)-induced whole transcriptome changes in a human monocyte cell line that may have relevance to diabetes and obesity; a pilot study
**Source:** BMC Endocr Disord. 2021 Aug 14;21:165. doi: 10.1186/s12902-021-00827-1
**Supplement:** Supplementary file 4 — Additional file 4: Figure 4. Shared genes expressed (q < 0.05) after incubation with either arecoline or MNPA. Illustrated as a Venn diagram.

## Slide 1

# Additional Figure 4: Shared genes expressed (q<0.05) after incubation with either arecoline or MNPA
Shared
n=69

# Supplementary material for: Areca catechu-(Betel-nut)-induced whole transcriptome changes in a human monocyte cell line that may have relevance to diabetes and obesity; a pilot study
**Source:** BMC Endocr Disord. 2021 Aug 14;21:165. doi: 10.1186/s12902-021-00827-1
**Supplement:** Supplementary file 5 — Additional file 5: Table 1. All genes identified after incubation with arecoline with significant increased expression after Bonferroni correction. Table 2. Genes identified after incubation with MNPA with significant increased expression after Bonferroni correction. Table S3. Primer sequences used in qPCR analysis https://www.ncbi.nlm.nih.gov/pmc/articles/PMC2851245/

**Additional table 1**

**All genes identified after incubation with arecoline with significant increased expression after Bonferroni correction**

| \| Gene Name \| Gene ID \| \| --- \| --- \| \| H3F3AP4 \| ENSG00000235655 \| \| MEP1A \| ENSG00000112818 \| \| KBTBD11-OT1 \| ENSG00000283239 \| \| IGFBP3 \| ENSG00000146674 \| \| AC097372.1 \| ENSG00000250673 \| \| PTCRA \| ENSG00000171611 \| \| IL3RA \| ENSG00000185291 \| \| CLEC10A \| ENSG00000132514 \| \| ACKR3 \| ENSG00000144476 \| \| AC113133.1 \| ENSG00000253389 \| \| JUP \| ENSG00000173801 \| \| CCDC188 \| ENSG00000234409 \| \| MAPK8IP1 \| ENSG00000121653 \| \| MATK \| ENSG00000007264 \| \| ADRB2 \| ENSG00000169252 \| \| AC020909.2 \| ENSG00000268518 \| \| GDF11 \| ENSG00000135414 \| \| FAM27C \| ENSG00000154537 \| \| IL4I1 \| ENSG00000104951 \| \| KIT \| ENSG00000157404 \| \| AC100858.3 \| ENSG00000255491 \| \| CSPG4 \| ENSG00000173546 \| \| LTC4S \| ENSG00000213316 \| \| KRT17P1 \| ENSG00000131885 \| \| TNFAIP3 \| ENSG00000118503 \| \| LINC01632 \| ENSG00000277199 \| \| ZNF702P \| ENSG00000242779 \| \| C1orf127 \| ENSG00000175262 \| \| LIPG \| ENSG00000101670 \| \| PDPN \| ENSG00000162493 \| \| LINC00482 \| ENSG00000185168 \| \| KRT17P2 \| ENSG00000186831 \| \| TRAF5 \| ENSG00000082512 \| \| PTX3 \| ENSG00000163661 \| \| PLA2G4C \| ENSG00000105499 \| \| ANXA8 \| ENSG00000265190 \| \| TMEM80 \| ENSG00000177042 \| \| LINC00680 \| ENSG00000215190 \| \| SCAMP1-AS1 \| ENSG00000245556 \| \| TMEM231 \| ENSG00000205084 \| \| C20orf197 \| ENSG00000176659 \| \| SRRM2-AS1 \| ENSG00000205913 \| \| AFF2 \| ENSG00000155966 \| \| TMEM147-AS1 \| ENSG00000236144 \| \| ALOX5 \| ENSG00000012779 \| \| NPTXR \| ENSG00000221890 \| \| WIPF3 \| ENSG00000122574 \| \| AC090796.1 \| ENSG00000253821 \| \| RGS16 \| ENSG00000143333 \| \| SMPD2 \| ENSG00000135587 \| \| ITGB2-AS1 \| ENSG00000227039 \| \| COL27A1 \| ENSG00000196739 \| \| AC139491.2 \| ENSG00000248596 \| \| ISG15 \| ENSG00000187608 \| \| STAG3 \| ENSG00000066923 \| \| TRIM22 \| ENSG00000132274 \| \| DANT2 \| ENSG00000235244 \| \| TTC3P1 \| ENSG00000215105 \| \| SLAMF8 \| ENSG00000158714 \| \| DHRS12 \| ENSG00000102796 \| \| PTGIR \| ENSG00000160013 \| \| EPHX2 \| ENSG00000120915 \| \| PCDH9 \| ENSG00000184226 \| \| AC073957.3 \| ENSG00000273151 \| \| VILL \| ENSG00000136059 \| \| RGMA \| ENSG00000182175 \| \| ANGPTL6 \| ENSG00000130812 \| \| MCRIP1 \| ENSG00000225663 \| \| MAF \| ENSG00000178573 \| \| AC060780.1 \| ENSG00000267002 \| \| FRAT1 \| ENSG00000165879 \| \| ANXA2R \| ENSG00000177721 \| \| TBL3 \| ENSG00000183751 \| \| IQCD \| ENSG00000166578 \| \| C1RL \| ENSG00000139178 \| \| NUDT16P1 \| ENSG00000246082 \| \| IFIH1 \| ENSG00000115267 \| \| DUXAP10 \| ENSG00000244306 \| \| HIST2H2BF \| ENSG00000203814 \| \| PDGFD \| ENSG00000170962 \| \| RABL2B \| ENSG00000079974 \| \| CXCL1 \| ENSG00000163739 \| \| SIRPB2 \| ENSG00000196209 \| \| TP53I3 \| ENSG00000115129 \| \| SMIM4 \| ENSG00000168273 \| \| SLC27A3 \| ENSG00000143554 \| \| NHSL2 \| ENSG00000204131 \| \| CES3 \| ENSG00000172828 \| \| BAG1 \| ENSG00000107262 \| \| MS4A7 \| ENSG00000166927 \| \| CD44 \| ENSG00000026508 \| \| AC093668.2 \| ENSG00000272949 \| \| ARRB1 \| ENSG00000137486 \| \| ATP5S \| ENSG00000125375 \| \| ZNF655 \| ENSG00000197343 \| \| CD209 \| ENSG00000090659 \| \| THBS3 \| ENSG00000169231 \| \| DGAT1 \| ENSG00000185000 \| \| CYB561A3 \| ENSG00000162144 \| | Gene Name Gene ID   \| CHI3L1 \| ENSG00000133048 \| \| --- \| --- \| \| MZF1 \| ENSG00000099326 \| \| GATA2-AS1 \| ENSG00000244300 \| \| ARHGEF9 \| ENSG00000131089 \| \| UBA7 \| ENSG00000182179 \| \| LENG1 \| ENSG00000105617 \| \| NFKB2 \| ENSG00000077150 \| \| AC078846.1 \| ENSG00000273329 \| \| HIST2H4A \| ENSG00000270882 \| \| CACNA1A \| ENSG00000141837 \| \| MTHFD1L \| ENSG00000120254 \| \| GALT \| ENSG00000213930 \| \| DUXAP8 \| ENSG00000206195 \| \| ASGR2 \| ENSG00000161944 \| \| KCNMB1 \| ENSG00000145936 \| \| AL603839.3 \| ENSG00000238287 \| \| RWDD2B \| ENSG00000156253 \| \| ASS1 \| ENSG00000130707 \| \| GSDMD \| ENSG00000104518 \| \| GSN \| ENSG00000148180 \| \| C21orf2 \| ENSG00000160226 \| \| DENND6B \| ENSG00000205593 \| \| ARMCX1 \| ENSG00000126947 \| \| IFITM3 \| ENSG00000142089 \| \| TREM2 \| ENSG00000095970 \| \| THSD7A \| ENSG00000005108 \| \| FSCN1 \| ENSG00000075618 \| \| SURF1 \| ENSG00000148290 \| \| RIN1 \| ENSG00000174791 \| \| PCED1A \| ENSG00000132635 \| \| ZNF521 \| ENSG00000198795 \| \| ABHD14B \| ENSG00000114779 \| \| PLD4 \| ENSG00000166428 \| \| SPNS3 \| ENSG00000182557 \| \| GALNT12 \| ENSG00000119514 \| \| CATSPER1 \| ENSG00000175294 \| \| PIGO \| ENSG00000165282 \| \| RRP12 \| ENSG00000052749 \| \| ZDHHC8 \| ENSG00000099904 \| \| HLA-DMA \| ENSG00000204257 \| \| ACCS \| ENSG00000110455 \| \| OPTN \| ENSG00000123240 \| \| CKB \| ENSG00000166165 \| \| PYCR1 \| ENSG00000183010 \| \| PARVG \| ENSG00000138964 \| \| SATB1 \| ENSG00000182568 \| \| QTRT1 \| ENSG00000213339 \| \| YBX3 \| ENSG00000060138 \| \| IFI35 \| ENSG00000068079 \| \| AL035446.1 \| ENSG00000234147 \| \| STAG3L3 \| ENSG00000174353 \| \| CYTH4 \| ENSG00000100055 \| \| PLA2G7 \| ENSG00000146070 \| \| CX3CR1 \| ENSG00000168329 \| \| AC215219.1 \| ENSG00000226210 \| \| GRK3 \| ENSG00000100077 \| \| TSTA3 \| ENSG00000104522 \| \| ANPEP \| ENSG00000166825 \| \| IMPDH2 \| ENSG00000178035 \| \| SNHG15 \| ENSG00000232956 \| \| TRPM4 \| ENSG00000130529 \| \| PHYKPL \| ENSG00000175309 \| \| MMAB \| ENSG00000139428 \| \| AC005154.1 \| ENSG00000196295 \| \| GMEB1 \| ENSG00000162419 \| \| SHMT2 \| ENSG00000182199 \| \| SH3BP2 \| ENSG00000087266 \| \| WASF1 \| ENSG00000112290 \| \| Sep-06 \| ENSG00000125354 \| \| DISC1 \| ENSG00000162946 \| \| ALDH2 \| ENSG00000111275 \| \| TSPYL4 \| ENSG00000187189 \| \| PSMB8-AS1 \| ENSG00000204261 \| \| ERMAP \| ENSG00000164010 \| \| STX10 \| ENSG00000104915 \| \| ALAS1 \| ENSG00000023330 \| \| METTL3 \| ENSG00000165819 \| \| MRPL54 \| ENSG00000183617 \| \| CTSH \| ENSG00000103811 \| \| FLT3 \| ENSG00000122025 \| \| C12orf57 \| ENSG00000111678 \| \| PSMB9 \| ENSG00000240065 \| \| SHOX2 \| ENSG00000168779 \| \| PDXK \| ENSG00000160209 \| \| PPP2R5D \| ENSG00000112640 \| \| TNKS2 \| ENSG00000107854 \| \| GINM1 \| ENSG00000055211 \| \| UBE2A \| ENSG00000077721 \| \| WSB1 \| ENSG00000109046 \| \| MEGF9 \| ENSG00000106780 \| \| ZHX1 \| ENSG00000165156 \| \| ZBTB2 \| ENSG00000181472 \| \| RPA2 \| ENSG00000117748 \| \| SNRPA1 \| ENSG00000131876 \| \| WDR82 \| ENSG00000164091 \| \| HSPA14 \| ENSG00000187522 \| \| COL4A3BP \| ENSG00000113163 \| \| ADAM9 \| ENSG00000168615 \| \| TOMM34 \| ENSG00000025772 \| | Gene Name Gene ID   \| HERC4 \| \| ENSG00000148634 \| \| \| --- \| --- \| --- \| --- \| \| ANXA7 \| \| ENSG00000138279 \| \| \| MPV17L2 \| \| ENSG00000254858 \| \| \| DCAF6 \| \| ENSG00000143164 \| \| \| RCN2 \| \| ENSG00000117906 \| \| \| KIF11 \| \| ENSG00000138160 \| \| \| CREG1 \| \| ENSG00000143162 \| \| \| GTF2A1 \| \| ENSG00000165417 \| \| \| C20orf24 \| \| ENSG00000101084 \| \| \| CTSL \| \| ENSG00000135047 \| \| \| INIP \| \| ENSG00000148153 \| \| \| ARRDC4 \| \| ENSG00000140450 \| \| \| CD55 \| \| ENSG00000196352 \| \| \| DCLRE1A \| \| ENSG00000198924 \| \| \| PGRMC1 \| \| ENSG00000101856 \| \| \| NINJ1 \| \| ENSG00000131669 \| \| \| SLF2 \| \| ENSG00000119906 \| \| \| SLC5A3 \| \| ENSG00000198743 \| \| \| UHMK1 \| \| ENSG00000152332 \| \| \| UPF3B \| \| ENSG00000125351 \| \| \| ORC6 \| \| ENSG00000091651 \| \| \| HLTF \| \| ENSG00000071794 \| \| \| C1orf162 \| \| ENSG00000143110 \| \| \| CEP55 \| \| ENSG00000138180 \| \| \| SLC30A1 \| \| ENSG00000170385 \| \| \| PDRG1 \| \| ENSG00000088356 \| \| \| PAAF1 \| \| ENSG00000175575 \| \| \| CENPU \| \| ENSG00000151725 \| \| \| C1orf198 \| \| ENSG00000119280 \| \| \| OIP5 \| \| ENSG00000104147 \| \| \| FLNB \| \| ENSG00000136068 \| \| \| ZDHHC14 \| \| ENSG00000175048 \| \| \| ASF1A \| \| ENSG00000111875 \| \| \| SLA \| \| ENSG00000155926 \| \| \| HBS1L \| \| ENSG00000112339 \| \| \| LRRC42 \| \| ENSG00000116212 \| \| \| WDHD1 \| \| ENSG00000198554 \| \| \| CREM \| \| ENSG00000095794 \| \| \| HSPH1 \| \| ENSG00000120694 \| \| \| ABHD3 \| \| ENSG00000158201 \| \| \| MAP3K20 \| \| ENSG00000091436 \| \| \| CASP3 \| \| ENSG00000164305 \| \| \| AIDA \| \| ENSG00000186063 \| \| \| TNFAIP2 \| \| ENSG00000185215 \| \| \| MSC-AS1 \| \| ENSG00000235531 \| \| \| FZD5 \| \| ENSG00000163251 \| \| \| AC092718.4 \| \| ENSG00000261061 \| \| \| ME1 \| \| ENSG00000065833 \| \| \| G6PD \| \| ENSG00000160211 \| \| \| RAB23 \| \| ENSG00000112210 \| \| \| C9orf72 \| \| ENSG00000147894 \| \| \| PGD \| \| ENSG00000142657 \| \| \| NEIL3 \| \| ENSG00000109674 \| \| \| EIF1B \| \| ENSG00000114784 \| \| \| RIT1 \| \| ENSG00000143622 \| \| \| L2HGDH \| \| ENSG00000087299 \| \| \| GSR \| \| ENSG00000104687 \| \| \| TXNRD1 \| \| ENSG00000198431 \| \| \| LILRA5 \| \| ENSG00000187116 \| \| \| GCLM \| \| ENSG00000023909 \| \| \| TMTC3 \| \| ENSG00000139324 \| \| \| NMT2 \| \| ENSG00000152465 \| \| \| SUCNR1 \| \| ENSG00000198829 \| \| \| SRXN1 \| \| ENSG00000271303 \| \| \| SULT4A1 \| \| ENSG00000130540 \| \| \| B4GALNT1 \| \| ENSG00000135454 \| \| \| NQO1 \| \| ENSG00000181019 \| \| \| PIR \| \| ENSG00000087842 \| \| \| TMEM191A \| \| ENSG00000226287 \| \| \| TRIM16L \| \| ENSG00000108448 \| \| \| OSGIN1 \| \| ENSG00000140961 \| \| \| NUMBL \| \| ENSG00000105245 \| \| \| HGD \| \| ENSG00000113924 \| \| \| TREML3P \| \| ENSG00000184106 \| \| \| AC245036.5 \| \| ENSG00000269271 \| \| \| AC113189.4 \| \| ENSG00000272884 \| \| \| OXCT1 \| ENSG00000083720 \| \| |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

Listed genes satisfied the following criteria q<0.05; highlighted in yellow are those with a log-fold change of 1.5

**Additional table 2: Genes identified after incubation with MNPA with significant increased expression after Bonferroni correction**

| Gene name Gene ID | Gene name Gene ID | Gene name Gene ID |
| --- | --- | --- |
| \| H3F3AP4 \| ENSG00000235655 \| \| --- \| --- \| \| PRKN \| ENSG00000185345 \| \| ARSEP1 \| ENSG00000224060 \| \| MYO7B \| ENSG00000169994 \| \| SIGLEC6 \| ENSG00000105492 \| \| WDR49 \| ENSG00000174776 \| \| TENM3 \| ENSG00000218336 \| \| GLDN \| ENSG00000186417 \| \| GRIP1 \| ENSG00000155974 \| \| NEGR1 \| ENSG00000172260 \| \| LRMDA \| ENSG00000148655 \| \| CCDC26 \| ENSG00000229140 \| \| AL023693.1 \| ENSG00000224374 \| \| KCNQ5 \| ENSG00000185760 \| \| AL109914.1 \| ENSG00000229646 \| \| C2orf81 \| ENSG00000284308 \| \| CNTN4 \| ENSG00000144619 \| \| CSPG4 \| ENSG00000173546 \| \| LGALS12 \| ENSG00000133317 \| \| MS4A3 \| ENSG00000149516 \| \| KIT \| ENSG00000157404 \| \| MEGF6 \| ENSG00000162591 \| \| AC104232.1 \| ENSG00000254006 \| \| NREP \| ENSG00000134986 \| \| AC113133.1 \| ENSG00000253389 \| \| ANXA8 \| ENSG00000265190 \| \| SDK1 \| ENSG00000146555 \| \| TMEM231 \| ENSG00000205084 \| \| PDGFD \| ENSG00000170962 \| \| COL23A1 \| ENSG00000050767 \| \| RXFP1 \| ENSG00000171509 \| \| KCNA3 \| ENSG00000177272 \| \| PLB1 \| ENSG00000163803 \| \| TGM5 \| ENSG00000104055 \| \| TSPAN32 \| ENSG00000064201 \| \| DENND1A \| ENSG00000119522 \| \| CLSTN2 \| ENSG00000158258 \| \| MCOLN2 \| ENSG00000153898 \| \| PIF1 \| ENSG00000140451 \| \| DEPTOR \| ENSG00000155792 \| \| NCAM2 \| ENSG00000154654 \| \| TPM2 \| ENSG00000198467 \| \| KCNQ1 \| ENSG00000053918 \| \| HLA-F \| ENSG00000204642 \| \| CRABP1 \| ENSG00000166426 \| \| THBS4 \| ENSG00000113296 \| \| MATK \| ENSG00000007264 \| \| THSD7A \| ENSG00000005108 \| \| HSD11B1 \| ENSG00000117594 \| \| OXCT2 \| ENSG00000198754 \| \| ANKRD45 \| ENSG00000183831 \| \| MYL9 \| ENSG00000101335 \| \| LTC4S \| ENSG00000213316 \| \| COL27A1 \| ENSG00000196739 \| \| NTSR1 \| ENSG00000101188 \| \| ZFP36 \| ENSG00000128016 \| \| FBN2 \| ENSG00000138829 \| \| AC125603.2 \| ENSG00000257883 \| \| LINC00996 \| ENSG00000242258 \| \| JUNB \| ENSG00000171223 \| \| MANF \| ENSG00000145050 \| \| CLYBL \| ENSG00000125246 \| \| DANT2 \| ENSG00000235244 \| \| MLC1 \| ENSG00000100427 \| \| BCL2 \| ENSG00000171791 \| \| RASAL2 \| ENSG00000075391 \| \| PTGES3L \| ENSG00000267060 \| \| PTGES3L-AARSD1 \| ENSG00000108825 \| \| MEF2D \| ENSG00000116604 \| \| AC090796.1 \| ENSG00000253821 \| \| AFF2 \| ENSG00000155966 \| \| TGFBR3 \| ENSG00000069702 \| \| NID1 \| ENSG00000116962 \| \| SPNS3 \| ENSG00000182557 \| \| AC012651.1 \| ENSG00000258461 \| \| TSPOAP1-AS1 \| ENSG00000265148 \| \| ACPP \| ENSG00000014257 \| \| TESMIN \| ENSG00000132749 \| \| KIF20A \| ENSG00000112984 \| \| C20orf197 \| ENSG00000176659 \| \| DISC1 \| ENSG00000162946 \| \| MXD3 \| ENSG00000213347 \| \| PTMA \| ENSG00000187514 \| \| ANKRD36C \| ENSG00000174501 \| \| PLD4 \| ENSG00000166428 \| \| DCHS1 \| ENSG00000166341 \| \| PHACTR1 \| ENSG00000112137 \| \| MYBPH \| ENSG00000133055 \| \| LPL \| ENSG00000175445 \| \| VSIG4 \| ENSG00000155659 \| \| ATP8B3 \| ENSG00000130270 \| \| MYADM \| ENSG00000179820 \| \| PHACTR3 \| ENSG00000087495 \| \| PRKCB \| ENSG00000166501 \| \| Sep-05 \| ENSG00000184702 \| \| DIAPH2 \| ENSG00000147202 \| \| FAM163A \| ENSG00000143340 \| \| ACTB \| ENSG00000075624 \| \| ACTG1 \| ENSG00000184009 \| \| GAMT \| ENSG00000130005 \| \| CPM \| ENSG00000135678 \| \| NUP210 \| ENSG00000132182 \| \| FRAT1 \| ENSG00000165879 \| \| BAHCC1 \| ENSG00000266074 \| \| ARHGAP15 \| ENSG00000075884 \| \| AC092683.1 \| ENSG00000230606 \| \| H1FX \| ENSG00000184897 \| \| SLC17A9 \| ENSG00000101194 \| \| CD209 \| ENSG00000090659 \| \| CENPV \| ENSG00000166582 \| \| PTPRG \| ENSG00000144724 \| \| WDR54 \| ENSG00000005448 \| \| BIK \| ENSG00000100290 \| \| AC073957.3 \| ENSG00000273151 \| \| APBA2 \| ENSG00000034053 \| \| EXOC4 \| ENSG00000131558 \| \| MICAL1 \| ENSG00000135596 \| \| AL135999.1 \| ENSG00000258727 \| \| PSMB8-AS1 \| ENSG00000204261 \| \| SLC2A9 \| ENSG00000109667 \| \| CALR \| ENSG00000179218 \| | \| ZNF618 \| ENSG00000157657 \| \| --- \| --- \| \| SCFD2 \| ENSG00000184178 \| \| KCNMB1 \| ENSG00000145936 \| \| VIM \| ENSG00000026025 \| \| ALDH2 \| ENSG00000111275 \| \| ATP2B4 \| ENSG00000058668 \| \| NRGN \| ENSG00000154146 \| \| CELF2 \| ENSG00000048740 \| \| BARX1 \| ENSG00000131668 \| \| C1orf228 \| ENSG00000198520 \| \| EEF2K \| ENSG00000103319 \| \| SATB1 \| ENSG00000182568 \| \| TNN \| ENSG00000120332 \| \| RABGAP1L \| ENSG00000152061 \| \| AC060780.1 \| ENSG00000267002 \| \| GSN \| ENSG00000148180 \| \| CABIN1 \| ENSG00000099991 \| \| PDIA4 \| ENSG00000155660 \| \| ARHGEF39 \| ENSG00000137135 \| \| DNAAF2 \| ENSG00000165506 \| \| MS4A7 \| ENSG00000166927 \| \| FSCN1 \| ENSG00000075618 \| \| RSU1 \| ENSG00000148484 \| \| ANAPC15 \| ENSG00000110200 \| \| TBC1D5 \| ENSG00000131374 \| \| YBX3 \| ENSG00000060138 \| \| BUB1 \| ENSG00000169679 \| \| PDIA5 \| ENSG00000065485 \| \| NLRP3 \| ENSG00000162711 \| \| IGFBP2 \| ENSG00000115457 \| \| MTHFD1L \| ENSG00000120254 \| \| NAGA \| ENSG00000198951 \| \| CD44 \| ENSG00000026508 \| \| CNN2 \| ENSG00000064666 \| \| HSP90B1 \| ENSG00000166598 \| \| PARD3 \| ENSG00000148498 \| \| PRKCA \| ENSG00000154229 \| \| GPSM2 \| ENSG00000121957 \| \| SLC22A31 \| ENSG00000259803 \| \| FLOT2 \| ENSG00000132589 \| \| CMSS1 \| ENSG00000184220 \| \| CCNF \| ENSG00000162063 \| \| TBC1D22A \| ENSG00000054611 \| \| PLTP \| ENSG00000100979 \| \| PKP4 \| ENSG00000144283 \| \| CRELD2 \| ENSG00000184164 \| \| FLT3 \| ENSG00000122025 \| \| ASS1 \| ENSG00000130707 \| \| C14orf159 \| ENSG00000133943 \| \| CCNB1 \| ENSG00000134057 \| \| SEL1L3 \| ENSG00000091490 \| \| UBB \| ENSG00000170315 \| \| LIMA1 \| ENSG00000050405 \| \| SH3KBP1 \| ENSG00000147010 \| \| CDCA7 \| ENSG00000144354 \| \| ESYT2 \| ENSG00000117868 \| \| CCDC144NL-AS1 \| ENSG00000233098 \| \| ALCAM \| ENSG00000170017 \| \| PPIB \| ENSG00000166794 \| \| TAGLN2 \| ENSG00000158710 \| \| PARVG \| ENSG00000138964 \| \| CDH23 \| ENSG00000107736 \| \| CSF3R \| ENSG00000119535 \| \| FAF1 \| ENSG00000185104 \| \| EHD4 \| ENSG00000103966 \| \| ITGA4 \| ENSG00000115232 \| \| SCMH1 \| ENSG00000010803 \| \| TUBB4B \| ENSG00000188229 \| \| FAM60A \| ENSG00000139146 \| \| HLA-B \| ENSG00000234745 \| \| NEU1 \| ENSG00000204386 \| \| PSMA1 \| ENSG00000129084 \| \| PSMC2 \| ENSG00000161057 \| \| UBE2A \| ENSG00000077721 \| \| CEBPG \| ENSG00000153879 \| \| ZNF684 \| ENSG00000117010 \| \| ALAS1 \| ENSG00000023330 \| \| TPRA1 \| ENSG00000163870 \| \| HTATIP2 \| ENSG00000109854 \| \| PSMA3 \| ENSG00000100567 \| \| ARMCX3 \| ENSG00000102401 \| \| ZUFSP \| ENSG00000153975 \| \| SLC5A3 \| ENSG00000198743 \| \| HMCES \| ENSG00000183624 \| \| GLRX2 \| ENSG00000023572 \| \| PRNP \| ENSG00000171867 \| \| WASHC2C \| ENSG00000172661 \| \| HMGCL \| ENSG00000117305 \| \| TOM1 \| ENSG00000100284 \| \| SLA \| ENSG00000155926 \| \| MED10 \| ENSG00000133398 \| \| RHOC \| ENSG00000155366 \| \| HINT3 \| ENSG00000111911 \| \| ASF1A \| ENSG00000111875 \| \| CLN5 \| ENSG00000102805 \| \| LGALS3 \| ENSG00000131981 \| \| ETS1 \| ENSG00000134954 \| \| TRAFD1 \| ENSG00000135148 \| \| RECQL \| ENSG00000004700 \| \| RHBDD2 \| ENSG00000005486 \| \| SPHK1 \| ENSG00000176170 \| \| IFI6 \| ENSG00000126709 \| \| TMBIM1 \| ENSG00000135926 \| \| UPF3B \| ENSG00000125351 \| \| DTX3L \| ENSG00000163840 \| \| EMP3 \| ENSG00000142227 \| \| SAMD9 \| ENSG00000205413 \| \| HEXIM1 \| ENSG00000186834 \| \| C19orf66 \| ENSG00000130813 \| \| CTSO \| ENSG00000256043 \| \| RIPK1 \| ENSG00000137275 \| \| EMC3 \| ENSG00000125037 \| \| PPARG \| ENSG00000132170 \| \| SOWAHC \| ENSG00000198142 \| \| GSR \| ENSG00000104687 \| \| NPL \| ENSG00000135838 \| \| PRDX1 \| ENSG00000117450 \| \| HEBP1 \| ENSG00000013583 \| \| KIF21A \| ENSG00000139116 \| \| CASP3 \| ENSG00000164305 \| \| RTP4 \| ENSG00000136514 \| \|  \|  \| | \| CD55 \| ENSG00000196352 \| \| --- \| --- \| \| ADAMDEC1 \| ENSG00000134028 \| \| TNFAIP2 \| ENSG00000185215 \| \| CTSL \| ENSG00000135047 \| \| LPAR1 \| ENSG00000198121 \| \| FILIP1L \| ENSG00000168386 \| \| CARD19 \| ENSG00000165233 \| \| F11R \| ENSG00000158769 \| \| FAM177A1 \| ENSG00000151327 \| \| DFNA5 \| ENSG00000105928 \| \| PEX13 \| ENSG00000162928 \| \| ZNF85 \| ENSG00000105750 \| \| MKNK2 \| ENSG00000099875 \| \| ARRDC4 \| ENSG00000140450 \| \| MCOLN1 \| ENSG00000090674 \| \| MTHFS \| ENSG00000136371 \| \| PGD \| ENSG00000142657 \| \| LFNG \| ENSG00000106003 \| \| NINJ1 \| ENSG00000131669 \| \| CYP2R1 \| ENSG00000186104 \| \| DNAJB2 \| ENSG00000135924 \| \| GLRX \| ENSG00000173221 \| \| TXNRD1 \| ENSG00000198431 \| \| DYNLT3 \| ENSG00000165169 \| \| SERTAD1 \| ENSG00000197019 \| \| GRIN3A \| ENSG00000198785 \| \| BLOC1S2 \| ENSG00000196072 \| \| PEA15 \| ENSG00000162734 \| \| DYNLT1 \| ENSG00000146425 \| \| CASP7 \| ENSG00000165806 \| \| GADD45A \| ENSG00000116717 \| \| FTL \| ENSG00000087086 \| \| IFI16 \| ENSG00000163565 \| \| FZD5 \| ENSG00000163251 \| \| APOL6 \| ENSG00000221963 \| \| CREM \| ENSG00000095794 \| \| NMT2 \| ENSG00000152465 \| \| PARP14 \| ENSG00000173193 \| \| KREMEN1 \| ENSG00000183762 \| \| NQO2 \| ENSG00000124588 \| \| ZNF703 \| ENSG00000183779 \| \| PARP9 \| ENSG00000138496 \| \| OSBPL11 \| ENSG00000144909 \| \| CD300LB \| ENSG00000178789 \| \| PLEKHF1 \| ENSG00000166289 \| \| KIAA1522 \| ENSG00000162522 \| \| GOT1 \| ENSG00000120053 \| \| IRF1 \| ENSG00000125347 \| \| OCIAD2 \| ENSG00000145247 \| \| CPEB4 \| ENSG00000113742 \| \| MARCKSL1 \| ENSG00000175130 \| \| APOL2 \| ENSG00000128335 \| \| MSC-AS1 \| ENSG00000235531 \| \| STXBP5-AS1 \| ENSG00000233452 \| \| FUCA1 \| ENSG00000179163 \| \| LPXN \| ENSG00000110031 \| \| L2HGDH \| ENSG00000087299 \| \| ULBP1 \| ENSG00000111981 \| \| SNHG1 \| ENSG00000255717 \| \| MPZ \| ENSG00000158887 \| \| RIT1 \| ENSG00000143622 \| \| TP53INP1 \| ENSG00000164938 \| \| FAM111B \| ENSG00000189057 \| \| FAM109A \| ENSG00000198324 \| \| EPHX1 \| ENSG00000143819 \| \| CLGN \| ENSG00000153132 \| \| LACC1 \| ENSG00000179630 \| \| PSMC3IP \| ENSG00000131470 \| \| MPZL3 \| ENSG00000160588 \| \| IFIT5 \| ENSG00000152778 \| \| LILRA5 \| ENSG00000187116 \| \| ITPKA \| ENSG00000137825 \| \| PIR \| ENSG00000087842 \| \| ABCA1 \| ENSG00000165029 \| \| TMEM255A \| ENSG00000125355 \| \| G6PD \| ENSG00000160211 \| \| GTPBP2 \| ENSG00000172432 \| \| TNFRSF12A \| ENSG00000006327 \| \| ZNF697 \| ENSG00000143067 \| \| LY96 \| ENSG00000154589 \| \| AC254633.1 \| ENSG00000272482 \| \| B4GALNT1 \| ENSG00000135454 \| \| SRXN1 \| ENSG00000271303 \| \| MSC \| ENSG00000178860 \| \| GCLM \| ENSG00000023909 \| \| SLAMF7 \| ENSG00000026751 \| \| ME1 \| ENSG00000065833 \| \| ABCG1 \| ENSG00000160179 \| \| CYP1B1 \| ENSG00000138061 \| \| FTH1 \| ENSG00000167996 \| \| TRIM16L \| ENSG00000108448 \| \| OSGIN1 \| ENSG00000140961 \| \| HGD \| ENSG00000113924 \| \| SUCNR1 \| ENSG00000198829 \| \| TRIB3 \| ENSG00000101255 \| \| SLFN5 \| ENSG00000166750 \| \| CRTAM \| ENSG00000109943 \| \| NQO1 \| ENSG00000181019 \| \| SEMA6B \| ENSG00000167680 \| \| INHBE \| ENSG00000139269 \| \| DLGAP1-AS2 \| ENSG00000262001 \| \| CLU \| ENSG00000120885 \| \| EFNB2 \| ENSG00000125266 \| \| HTRA3 \| ENSG00000170801 \| \| SPTA1 \| ENSG00000163554 \| \| HMOX1 \| ENSG00000100292 \| \| LUCAT1 \| ENSG00000248323 \| \| OLAH \| ENSG00000152463 \| \| TMEM140 \| ENSG00000146859 \| \| NMRAL2P \| ENSG00000171658 \| \| U62317.1 \| ENSG00000226738 \| \| KLHDC7B \| ENSG00000130487 \| \| AL596330.1 \| ENSG00000229400 \| \| TREML3P \| ENSG00000184106 \| \| SGCG \| ENSG00000102683 \| \| NEUROD4 \| ENSG00000123307 \| \| TREML4 \| ENSG00000188056 \| |

Listed genes satisfied the following criteria q<0.05; highlighted in yellow are those with a log-fold change of 1.5

**Table S3.** **Primer sequences used in qPCR analysis**

<https://www.ncbi.nlm.nih.gov/pmc/articles/PMC2851245/>

| **Gene** | **Primer sequence forward** | **Primer sequence reverse** |
| --- | --- | --- |
| 18S | CCGCAGCTAGGAATAATGGAATA | TCTAGCGGCGCAATACGAAT |
| IL-6 | GTAGCCGCCCCACACAGA | CATGTCTCCTTTCTCAGGGCTG |
| IL-8 | ATAAAGACATACTCCAAACCTTTCCAC | AAGCTTTACAATAATTTCTGTGTTGGC |
| TNFa | CCCAGGGACCTCTCTCTAATCA | GCTTGAGGGTTTGCTACAACATG |

How the deposited data were processed for this re-analysis (not part of the article)

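RNA sequencing was done on THP1 cells after 24 h with arecoline at 50 μg/ml or MNPA at 25 μg/ml, with 3 libraries labelled for each. The paper states that its transcriptome experiments came from independent rounds of cell culture. PolyA RNA libraries were made with the NEBNext Ultra II kit and sequenced on a NextSeq 500 with paired-end reads. The authors quantified transcripts with kallisto 0.45.0 and 100 bootstraps, and the submitters' processing notes name the genome build GRCh38.p10. For each library the authors deposited 2 tables of abundance, with estimated counts and TPM (a share scaled by transcript length) per transcript, and a run record. The 2 tables held the same 198070 transcripts and differed by less than 1 estimated count, at most 0.490, and 1 of them was taken by a fixed rule. The run record names methanol for the library labelled MNPA experiment 3 and the labelled treatment for the other 5. Of the fragments, 89.3% to 91.5% were placed on transcripts, which gave 22112119 to 39700855 placed fragments after arecoline and 23523366 to 23909305 in the libraries labelled MNPA.

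Of the 198070 transcripts, 197776 were matched to 56893 genes of GENCODE 29 (Ensembl 94) by identifier, and the rest, with 0.0325% to 0.0417% of the counts, were left out. The deposited estimated counts were summed per gene and rounded to whole numbers. Genes with a CPM of at least 1 in at least 3 libraries were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, robust quasi-likelihood fit, Benjamini-Hochberg adjustment, adjusted p under 0.05), with no covariate. Standard errors are the absolute log2 fold change divided by the square root of the quasi-likelihood F. The comparison of MNPA with arecoline was set in advance, while those by run record were added later. Gene lists, 33 in all, were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and with an estimated one, where at least 3 members were tested. With an estimated correlation camera called none of the lists in any comparison, so failing it does not show that a list was unchanged. The genes named are those of Tables 1, 2 and 3 of the paper, whose values count as seen, the 3 cytokines the paper measured by RT-qPCR, and up to 12 genes in each direction with the largest change among those past the threshold, at a mean CPM of at least 5, changed the same way in all 3 pairs and with a gene symbol that is not a clone name. They also include the 4 members with the smallest p of each list among those past the threshold, and the 5 genes with the highest mean CPM. Genes of the tables were matched by the identifiers of the Additional Tables, and 1 gene of Table 2, whose identifier is not in this annotation, was not analysed here. The rule was repeated without the library labelled MNPA experiment 3. Genes outside it are H3F3A, the parent of a pseudogene in Table 1, SLC39A10, the markers of other cell types and the acetylcholine receptor genes, which were chosen after their values were seen.

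The experiment numbers were checked for pairing before the fits were compared. Deviations from the group means of equally numbered libraries were correlated across genes, with r = 0.332, 0.479 and 0.566 for experiments 1, 2 and 3. Arecoline experiment 1 with MNPA experiment 2 gave 0.34 and arecoline experiment 2 with MNPA experiment 1 gave 0.298, while those of experiment 3 with the others gave -0.535 to -0.4. The values set experiment 3 apart but do not pair the libraries within experiments 1 and 2, so the block is given as an alternative. With the experiment number as a replicate block, 1390 genes passed between MNPA and arecoline. The libraries labelled MNPA experiments 1 and 2 were correlated at 0.9904 (log2 CPM, across genes), and the library labelled MNPA experiment 3 at 0.9503 and 0.9449 with them and at 0.975 with arecoline experiment 3. The first principal component held 50.2% of the variance and the second 30.6%.

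The test was checked on simulated counts with 200 genes changed by a known fold. For MNPA against arecoline with 3 libraries each it called 13 of 13570 unchanged genes and 76.1% of genes changed 2-fold, and with the replicate block 25 of 13570 and 85.1%. The simulated spread was estimated with the library labelled MNPA experiment 3 as a group of its own. These shares can therefore be too high for the comparison of all libraries as labelled. Genes with a CPM of at least 1 in fewer than 3 libraries were tested only with no filter, and intervals cover the spread between 3 or fewer libraries. In experiments 1 and 2 alone the same filter left out genes at 1 CPM or more after only 1 of the compounds. Alternatives were relative-log and upper-quartile scaling, DESeq2 1.42.0, limma-voom, limma-trend, no filter, a mean CPM of at least 5, the replicate block, length-scaled counts made from the deposited TPM, the other abundance table, transcripts in place of genes, Bonferroni adjustment, criteria on the fold change, and leaving out each library. The deposited TPM also gave an alternative measure of level. Tables and figures were made with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The paper's sleuth fit and its DAVID, Reactome and Metascape analyses were not repeated, and control libraries other than the one named by its run record were not analysed here. A few genes of Table 2 are not reported singly here, but stay in the fits and in counts of genes.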

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

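Apart from the comparison of all 6 libraries as labelled and its gene lists, every test in this part was chosen after the result was seen. Several gene groups that the paper does not name as such separated MNPA from arecoline in experiments 1 and 2. The paper does list innate immune regulation and the response to inorganic substances among its MNPA pathways. Its gene lists against its own controls hold interferon-induced genes for both compounds, such as ISG15 for arecoline and SLFN5 for MNPA. Of 36 interferon-stimulated genes tested, 35 were higher after MNPA and none was lower at an adjusted p under 0.05 from edgeR, with the same 35 when adjusted over the list alone. ISG15, a ubiquitin-like modifier, was higher by 2.73 on the log2 scale (standard error 0.147, adjusted p = 3.34e-08 from edgeR), and MX1, an antiviral GTPase, by 2.81 (standard error 0.494, adjusted p = 0.0389 from edgeR). Of 25 genes of ATF4 and the integrated stress response, 20 were higher, 2 were lower and 3 did not pass, also when adjusted over the list alone. The pseudokinase TRIB3 stood at 485 and 589 CPM after MNPA and at 84.0 and 91.9 CPM after arecoline, and SESN2, a stress-induced sestrin, was higher by 2.04 (standard error 0.106, adjusted p = 8.31e-08 from edgeR).

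Of 18 heat shock genes, 16 were lower after MNPA than after arecoline in experiments 1 and 2, none was higher and 2 did not pass edgeR's test (17 lower when adjusted over the list alone). The chaperone HSPD1 fell by 0.92 (standard error 0.0635) and HSPH1 by 0.99 (standard error 0.0619). All 24 genes of G2/M and mitosis tested were lower, also when adjusted over the list alone, among them KIF20A, which fell by 1.56 (standard error 0.0836), and the checkpoint kinase BUB1, which fell by 1.26 (standard error 0.0706). Against the library labelled MNPA experiment 3, this list was 18 higher and 0 lower after arecoline, but 1 higher and 4 lower after MNPA (median log2 fold change 0.033), and with a single reference library it stays open which compound moved the list. Of 6 metallothionein and zinc response genes, 5 were lower and 1 was higher, also when adjusted over the list alone. MT2A fell by 1.37 (standard error 0.15) and MT1E by 1.40 (standard error 0.154), while the zinc importer SLC39A10 was higher by 0.50 (standard error 0.12). Camera with a preset correlation called all 5 of these lists, and for each the adjusted p was 0.285 with an estimated correlation. Each list kept its direction under relative-log and upper-quartile scaling. With all 6 libraries as labelled, 1 interferon-stimulated gene (IFIH1) and 1 gene of the ATF4 list (SHMT2) passed over all genes tested. When adjusted over the list alone, 28 interferon-stimulated genes and 13 of the ATF4 list were then higher, and 9 heat shock genes and 24 of G2/M were lower. With the experiment number as a replicate block, where 1390 genes passed in all, 21 interferon-stimulated genes and 11 of the ATF4 list were higher, and 6 heat shock genes and 20 of G2/M were lower, over all genes tested. Of 7 metallothionein and zinc response genes, 0 passed with all 6 libraries as labelled. With the replicate block 1 of them was higher and 1 lower, so the fall of this list was not seen there. H3F3AP4 also stood out, at 16.9 CPM in the library labelled MNPA experiment 3 with 0 estimated counts in the other 5 libraries.

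With all 6 libraries as labelled, 21 genes passed edgeR's test between MNPA and arecoline, and among the 10 splits of these libraries into 3 and 3 only the real one, 1 of 10, gave as many. The highest count in another split was 0. The share of splits can never be under 0.1 with 3 libraries against 3, which is too few for a share under 0.05. Of the 10 splits, 4 part all 3 pairs of equal experiment number, the real one among them, and the other 3 called 0 genes each.

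The library labelled MNPA experiment 3 stood apart from the other MNPA libraries at the genes of Table 2, and its run record names methanol. At all 38 genes measured both other MNPA libraries lay on the side of it that the paper gives for MNPA against its control, but the study chose these genes, possibly with this library among its controls. This number therefore decides nothing, and whether the label or the record is wrong stays open. A shift shared by all of experiment 3 is argued against as the whole cause at these genes. Arecoline experiment 3 shifted by a median of only 0.39 on the log2 scale where this library shifted by 2.83 (median excess 2.32, lower quartile 1.90). The study's choice of these genes can enlarge the shift of this library, so the size of the excess is uncertain. A part played by experiment 3 stays open. Across genes this library was correlated at 0.975 with arecoline experiment 3, and at 0.9503 and 0.9449 with the other MNPA libraries. Depth is also argued against, because the library held 0.992 times the mean of the placed fragments of the other MNPA libraries. A weak response of these cells to MNPA in experiment 3 also stays open: at 14 of the 15 genes of Table 1 all arecoline libraries lay on the paper's side of this library, which a weak response and a wrong label both predict, so without the study's own control libraries, which were not analysed here, these cannot be told apart.

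The higher levels of interferon-stimulated genes after MNPA than after arecoline in experiments 1 and 2 are argued not to come from scaling, because the list's median exceeded that of all genes by 1.49 on the log2 scale (lower quartile 1.02). Whether these genes were raised by MNPA or lowered by arecoline stays open. Against the library labelled MNPA experiment 3, whose run record names methanol, the list's median was -0.23 for arecoline and 1.37 for MNPA, or -0.46 and 1.14 with the experiment number as a covariate, and with a single reference library these cannot be told apart. A response of the cells to MNPA, which the design names, may be the source, but as the compounds were used at different doses this remains an untested hypothesis.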

How the results depend on the processing

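The comparison of experiments 1 and 2 alone, the block without the library labelled MNPA experiment 3, the grouping by run record and every comparison with that library were chosen after the result was seen. Between MNPA and arecoline the 21 genes past the threshold became 1504 with DESeq2, 553 with no filter, 39 with a mean CPM of at least 5, 1390 with the replicate block, 6 with length-scaled counts, 10 with a log2 fold change of at least 1.5, and 1 with Bonferroni adjustment or a natural-log fold change of at least 1.5. They became 6183 in experiments 1 and 2 alone, 7517 with the block and without that library, 3249 with 3 groups by run record, and 0 to 3220 when each library was left out, of which 3185 of the 3220 were also called in experiments 1 and 2. With transcripts in place of genes edgeR called 0, with 3911 at an unadjusted p under 0.05. Of the genes of Tables 1 and 2, 0 passed with all libraries, 11 with DESeq2, 9 with no filter, 9 with the block, 25 with the block without that library, 20 in experiments 1 and 2, and 0 to 22 with each library left out. In the same order of settings, genes of Additional Table 1 alone went from 14 to 147, 101, 133, 169, 157, and 0 to 131, with 24 at a mean CPM of at least 5 and 5 with length-scaled counts. Those of Additional Table 2 alone went from 0 to 32, 6, 17, 238, 222, and 0 to 187, and those of both from 0 to 7, 1, 7, 39, 31, and 0 to 14. Of the members of the gene lists, 2 passed with all libraries, then 131, 62, 113, 389, 355, and 0 to 234, with 1 for limma-voom, 5 at a mean CPM of at least 5 and 0 from edgeR with length-scaled counts, where 166 had an unadjusted p under 0.05. Camera called 12 of 28 lists, 7 at a mean CPM of at least 5 and 0 with an estimated correlation. TNF (log2 fold change 1.49) passed with DESeq2 at 1.49, with the block without that library at 0.91 and in experiments 1 and 2 at 0.90, and CXCL8 (1.87) with the block at 1.74, with the block without that library at 1.89 and in experiments 1 and 2 at 1.905. Against that library, the 2009 genes for arecoline became 3791 with no filter, 5109 with the block, 552 with length-scaled counts, and 0 to 6989 with each library left out, and the 2982 for MNPA 0 to 6721. Table 1 went from 8 to 14 with no filter, 2 at a mean CPM of at least 5 and 0 to 8 with each library left out, and Table 2 from 23 to 37, 11 and 0 to 24. For all these counts the cause was not tested, except that a stricter filter tests fewer genes and leaving out a library removes a replicate. A lost replicate does not account for counts that rose when a library was left out, such as 21 to 3220.

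Log2 fold changes of MNPA against arecoline that turned over were those of genes that did not pass with all libraries as labelled. With limma-voom and limma-trend they were -0.071 and -0.10 for MYO7B, -0.62 and -0.65 for NMRAL2P, -0.29 and -0.30 for NQO1, -0.39 and -0.43 for TREML3P, -0.089 and -0.12 for TREML4, -0.11 and -0.15 for LUCAT1, and -0.26 and -0.25 for C2orf81, and with limma-trend -0.008 for CCDC26. With the replicate block they were -0.051 for MYO7B, -0.105 for NMRAL2P, -0.24 for NQO1 and -0.11 for C2orf81. With length-scaled counts they were 0.25 for SIGLEC6 and -0.135 for C2orf81, and with upper-quartile scaling 0.034 for SIGLEC6. In experiments 1 and 2, and with the block without that library, they were -0.61 and -0.63 for MYO7B, -0.11 and -0.085 for NEGR1, -0.23 and -0.25 for CCDC26, and 0.21 and 0.20 for FTL. Of these turned values FTL passed in both (adjusted p = 0.0128 and 0.000968 from edgeR) and MYO7B with the block without that library (adjusted p = 0.0338 from edgeR). With each library left out the range was -1.935 to 0.44 for SIGLEC6, -0.84 to 0.59 for MYO7B, -0.10 to 0.86 for NMRAL2P, -0.40 to 1.05 for NEGR1, -2.11 to 0.20 for WDR49, -0.25 to 0.65 for NQO1, -0.023 to 1.00 for TREML3P, -1.39 to 0.30 for KCNQ5, -0.73 to 0.66 for CCDC26, -0.255 to 0.15 for FTL, and -0.66 to 0.011 for ACTB. The cause was not tested. Over the alternatives set in advance, single genes kept direction and side of the threshold 621 times, newly passed 47 times, no longer passed 117 times and turned over 44 times. The 51 genes measured of Tables 1 and 2 had a higher mean in labelled MNPA for 40 by CPM and 40 by TPM. The other abundance table and relative-log scaling moved no count by over 1.5 times, and the block let 9 genes of Tables 1 and 2 pass, with log2 fold changes of 1.20 for MATK, 1.62 for CRTAM, 1.59 for ACKR3, 2.05 for SLFN5, 2.38 for PTCRA and 2.86 for IL3RA, beside CLEC10A, IGFBP3 and JUP, and of all 164 named genes tested 55 newly passed. Against the library labelled MNPA experiment 3, 54 of these newly passed with the block for arecoline, SLFN5 and CNTN4 among them, and for MNPA 21 newly passed and CCDC26, GBP1 and CXCL1 no longer did. Where an arm was left with a single library, it was assumed to vary as the other groups do. Genes below the filter, 19 of the 51, were tested only with no filter.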

Differences from the paper's values

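Every comparison with a control in this part was chosen after the values were seen, since it takes the library labelled MNPA experiment 3, whose run record names methanol, as the reference. The paper's log fold changes match those obtained here on the natural-log scale, so both are given on that scale. The signs were the same for all 31 gene values of Tables 1 and 2 compared here, and 16 of these differed by less than the error. The error is the standard deviation of the difference between 2 single libraries in the fit without a block, on the natural-log scale. Table 1 held 3 values that differed by more. IL3RA had -1.58 after arecoline here and -1.96 in the paper. Of the alternatives set before the data were examined, upper-quartile scaling, limma-voom, limma-trend, the replicate block (-2.23) and leaving out arecoline experiment 1 or 2 brought it within the error, and the others did not. MATK had -1.35 here and -1.51 in the paper, within the error with upper-quartile scaling (-1.39) and without arecoline experiment 2 (-1.38) only. TREML3P had 2.32 after arecoline here and 1.93 in the paper, and no alternative brought it within the error.

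For MNPA, GRIP1 had -1.04 here and -1.78 in the paper, within the error only with length-scaled counts (-1.88). LRMDA had -2.56 and the paper -1.72, within the error with the replicate block (-2.01) and with length-scaled counts (-1.78). CNTN4 had -1.18 and the paper -1.52, within the error only without MNPA experiment 1 (-1.36). With the replicate block alone, SLFN5 (1.85 here, the paper's value 1.54), NQO1 (2.01 here, the paper's value 1.59), HMOX1 (2.66 here, the paper's value 2.12) and LUCAT1 (2.70 here, the paper's value 2.13) came within the error, at 1.54, 1.62, 2.35 and 2.38. TREML3P had 3.01 after MNPA and the paper 2.68, within the error with the replicate block (2.89) and without MNPA experiment 2 (2.94). For MYO7B (-1.46 here, the paper's value -2.24), CRTAM (0.61 here, the paper's value 1.55), EFNB2 (2.56 here, the paper's value 1.9) and NMRAL2P (3.21 here, the paper's value 2.21) no alternative set in advance did. Ratios of the deposited TPM, chosen after the values were seen, brought GRIP1 (-1.72), LRMDA (-1.65) and CRTAM (1.50) within the error and put 8 of the 16 values that had been within it outside.

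The paper counts 275 genes after arecoline at a q under 0.05, and edgeR called 2009 here at an adjusted p under 0.05. Without arecoline experiment 2 it called 306, and no other alternative came within 1.5 times. With the paper's second criterion the paper counts 15 and here 55 passed, or 18 with a mean CPM of at least 5 and 11 without arecoline experiment 1, the 2 alternatives within 1.5 times. For MNPA the paper counts 359 and here 2982 passed, and with the second criterion 39 and 195, and no alternative came within 1.5 times of either. The paper's text names both a q and a Bonferroni adjustment for these lists. With Bonferroni adjustment and no block, far fewer genes passed here than the paper counts for either compound, and with the replicate block more did. Whether the counts here exceed the paper's thus depends on the adjustment and on the replicate block. The paper's Additional Tables share 69 genes, the number that it states, which is a count over its own lists and not a result obtained here. The paper states that a single gene stands in both Table 1 and Table 2, while 2 genes do, H3F3AP4 and TREML3P. The paper lists GRIP1 and CRTAM as altered by MNPA, and here their adjusted p was 0.0502 and 0.154 from edgeR. With the replicate block GRIP1 had an adjusted p of 0.000236 from edgeR and CRTAM 0.426. Of the genes of Table 1 and Table 2, 8 and 23 passed edgeR's test here, and 14 and 37 with no filter on level.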

Other observations

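The comparisons of experiments 1 and 2 alone, and those with the library labelled MNPA experiment 3, whose run record names methanol, were chosen after the result was seen. In experiments 1 and 2, NF-kappaB targets and inflammatory cytokines were mostly higher after MNPA than after arecoline. Of 22 tested, 18 were higher, 1 was lower and 3 did not pass an adjusted p of 0.05 from edgeR, also when adjusted over the list alone, and the list's adjusted p was 0.285 from camera with an estimated correlation. With all libraries as labelled 0 of 23 passed over all genes from edgeR, with 16 at an unadjusted p under 0.05, while DESeq2 called 15, limma-voom 0 and limma-trend 0, and 14 were higher and 1 lower from edgeR over the list alone. Only IFIH1 and SHMT2 of all gene lists passed there. With the experiment number as a replicate block, 14 of the 23 were higher and 1 was lower over all genes from edgeR. In experiments 1 and 2 the chemokines CXCL1 and CXCL2 were higher by 1.70 (standard error 0.15, adjusted p = 1.04e-06 from edgeR) and 3.28 (standard error 0.443, adjusted p = 0.00254 from edgeR), and TNFAIP3, an inhibitor of NF-kappaB, by 1.48 (standard error 0.126). The inflammasome sensor NLRP3 fell by 1.02 (standard error 0.0662). The paper measured TNF, IL6 and CXCL8 by RT-qPCR and reports an inflammatory response of the cells to both arecoline and MNPA. TNF stood at 18.5, 24.1 and 6.14 CPM after arecoline in experiments 1, 2 and 3, at 36.4 and 43.5 CPM in the MNPA libraries of experiments 1 and 2, and at 57.2 CPM in the library labelled MNPA experiment 3. By sequencing, TNF was thus highest in the library whose run record names methanol, a single library and another measure than RT-qPCR. With all libraries as labelled its log2 fold change was 1.49 (standard error 0.46, adjusted p = 0.131 from edgeR), and in experiments 1 and 2 alone 0.90 (standard error 0.13, adjusted p = 0.000248 from edgeR). CXCL8 stood at 470, 462 and 74.5 CPM after arecoline, at 1516 and 1948 CPM after MNPA in experiments 1 and 2, and at 203 CPM in the library labelled MNPA experiment 3. Its log2 fold change was 1.87 (standard error 0.92, adjusted p = 0.293 from edgeR) with all libraries and 1.905 (standard error 0.117, adjusted p = 3.21e-05 from edgeR) in experiments 1 and 2. IL6 had 0 estimated counts in all 6 libraries.

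Endoplasmic reticulum chaperones were mostly lower after MNPA than after arecoline in experiments 1 and 2, with 16 lower, 3 higher and 1 not passing of 20 (17 lower and 3 higher when adjusted over the list alone). The disulfide isomerase PDIA6 fell by 0.64 (standard error 0.0591), while XBP1, a transcription factor of the unfolded protein response, was higher by 0.67 (standard error 0.0663). Of 17 genes of glycolysis and glucose transport, 12 were lower, 1 was higher and 4 did not pass, also when adjusted over the list alone. PGK1 fell by 0.65 (standard error 0.0644) and LDHA by 0.63 (standard error 0.0714), and the hexokinase HK2 was higher by 1.24 (standard error 0.0758). Of 16 targets of LXR and PPAR gamma, 9 were higher, 3 were lower and 4 did not pass (9 higher and 4 lower when adjusted over the list alone), and the cholesterol transporters ABCA1 and ABCG1 were higher by 1.24 (standard error 0.0995) and 1.855 (standard error 0.274). All 5 aryl hydrocarbon receptor targets tested were higher, also when adjusted over the list alone, among them AHR by 0.77 (standard error 0.0732). So were all 5 replication-dependent histone genes tested, among them HIST1H2BK by 1.78 (standard error 0.201). Actin cytoskeleton and adhesion genes were lower in 11 and higher in 5 of 20, and 4 did not pass (12 lower and 5 higher when adjusted over the list alone). Camera with a preset correlation called these lists and the NF-kappaB list, 7 together, and 17 of 27 in all. For each of the 7 the adjusted p was 0.285 from camera with an estimated correlation. Each kept its direction under relative-log and upper-quartile scaling. With all libraries as labelled, 0 members of the lists of this paragraph passed over all genes from edgeR. With the experiment number as a replicate block, 2 chaperones were higher and 1 lower, and 2 actin and adhesion genes were higher and 0 lower. In that fit 1 gene of glycolysis was lower, 2 LXR and PPAR gamma targets and 3 histone genes were higher, and 0 aryl hydrocarbon receptor targets passed. PCDH9, a protocadherin, had the largest fold of the named genes with a standard error under 0.2, at 3.65 (standard error 0.18), and carbonic anhydrase CA2 fell by 2.08 (standard error 0.293).

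Other gene lists held members called in each direction between the treatments in experiments 1 and 2, though not always evenly. Over all 13404 genes tested there, 3077 were higher after MNPA and 3106 lower, so many calls would be found in any list. Of 24 NRF2 targets, 10 were higher after MNPA, 6 were lower and 8 did not pass, also when adjusted over the list alone, with an adjusted p of 0.594 with an estimated correlation. Of 24 DNA damage response genes, 11 were higher, 5 lower and 8 did not pass (12 higher and 5 lower over the list alone). Of 26 lysosome genes, 11 were higher, 5 lower and 10 did not pass (12 higher and 5 lower over the list alone), and of 22 apoptosis genes, 9 were higher, 4 lower and 9 did not pass. Of 32 proteasome subunit genes, 14 were higher and 2 lower, and of 23 genes of cholesterol synthesis, 8 were higher and 3 lower. Of 14 genes of fatty acid synthesis, 6 were higher and 5 lower (6 and 6 over the list alone), and of 23 genes of G1/S and DNA replication, 5 were higher and 6 lower. Of 13 mitochondrially encoded genes, 3 were higher and 4 lower, and of 28 cytosolic ribosomal protein genes, 6 were higher and 4 lower. The other lists had the same counts over the list alone. With an estimated correlation camera's adjusted p of these lists lay between 0.307 and 0.969. Of the genes that the paper singles out for MNPA, 9 were tested, of which 6 were higher, 2 lower and 1 did not pass, also over the list alone, with an adjusted p of 0.285 from camera with an estimated correlation. The 1 tested gene that it singles out for arecoline was higher. Markers of T cells, B cells, fibroblasts and epithelia were rarely at a testable level. The T cell marker CD4, which monocytes also express, 3 B cell markers and the epithelial marker KRT8 did not pass edgeR's test over all genes, where 2 of these 5 had an unadjusted p under 0.05 and KRT8 passed over its list alone. The 1 erythroid marker at a testable level did pass in experiments 1 and 2, higher after MNPA. It did not pass with all libraries as labelled. Neither of the 2 acetylcholine receptor genes at a testable level passed, CHRNA5 with a log2 fold change of -0.275 (standard error 0.195) and CHRNB1 with 0.08 (standard error 0.257), and 0 had an unadjusted p under 0.05.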
